# Phenotypic patterns in feline heart failure: A natural model for understanding variable disease severity in humans

**DOI:** 10.1016/j.isci.2026.116685

**Published:** 2026-07-10

**Authors:** Talitha C.F. Spanjersberg, Alma H. Hulsman, Guy C.M. Grinwis, Babette Janssen, C. Nina van der Wilt, Rogier J.A. Veltrop, Christian J.B. Snijders Blok, Claudia Rozendom, Paul J. Besseling, Jolanda van der Velden, Pim van der Harst, Magdalena Harakalova, Frank G. van Steenbeek

**Keywords:** arterial thromboembolism, digital pathology, cardiac fibrosis, cardiac remodeling, nucleus segmentation

## Abstract

Cats frequently develop myocardial remodeling, for example, hypertrophic cardiomyopathy, affecting 14.7% of domestic cats compared to 0.2% of humans, with shared genetic features making them relevant to human disease. Yet features distinguishing clinical outcomes such as heart failure and arterial thromboembolism remain poorly characterized. Using artificial-intelligence-based digital pathology and Oxford Nanopore sequencing, we analyzed myocardial tissue from 37 cats grouped by outcome: arterial thromboembolism, congestive heart failure, or no documented cardiac disease. Myocardial fibrosis was significantly higher in cats with arterial thromboembolism, indicating a distinct fibrotic phenotype. Cats with heart failure showed nuclear hypertrophy, while cats with arterial thromboembolism had increased numbers of small, hematoxylin-dense non-myocyte nuclei. Higher fibrosis was associated with downregulation of mitochondrial and cardiac conduction genes, and nuclear size correlated with proteostasis and stress-response pathways. This multimodal framework reveals distinct histological and molecular profiles by outcome, with relevance for translational hypertrophic cardiomyopathy research.

## Highlights

• AI-based digital pathology quantifies myocardial remodeling in feline cardiac disease
• Cats with arterial thromboembolism show increased myocardial fibrosis and vascular changes
• Distinct nuclear profiles characterize heart failure and thromboembolism outcomes
• Nanopore RNA sequencing identifies gene pathways linked to myocardial tissue phenotypes

## Introduction

Hypertrophic cardiomyopathy (HCM) is the most common genetic cardiac disease, affecting at least 0.2% of the general human population.^1^ Despite decades of research, a fundamental clinical question remains unanswered: why do some individuals remain stable for years, while others develop severe complications such as congestive heart failure (HF), arterial thromboembolism (ATE), or sudden cardiac death^2^? Understanding the factors that drive this variability is essential for improving risk stratification and treatment.

Domestic cats provide a naturally occurring model of HCM that closely resembles the human condition in terms of cardiac morphology, genetic predisposition, and clinical complications.^3^^,^^4^ HCM affects around 14.7% of cats and arises spontaneously, making feline patients a valuable, but underused, resource for translational research.^5^ Long-term inbreeding and selective breeding for specific phenotypic traits have turned domestic animals into a magnifying glass for genetic disorders.^6^ Compared to mice, cats offer a more physiologically relevant system,^7^ while still providing a less complex genetic background that can facilitate the identification of disease-modifying mechanisms.

Histopathologically, human HCM is characterized by myocyte hypertrophy, disarray, and variable degrees of fibrosis.^8^ In feline HCM, interstitial remodeling is more consistently documented than myocyte disarray, and morphometric evidence for cardiomyocyte hypertrophy at the cellular level remains inconsistent despite the characteristic macroscopic left ventricular hypertrophy.^9^^,^^10^^,^^11^^,^^12^

Studies involving human pathogenic variant carriers have demonstrated that fibrotic changes can appear even before overt hypertrophy is detected, suggesting that fibrosis may precede subsequent structural remodeling.^13^ However, much of the understanding of myocardial fibrosis in HCM has come from cardiac MRI, surgical biopsies, and tissue from end-stage transplant procedures, all of which have inherent limitations. In cats, interstitial remodeling has been quantified across several studies using different stainings and quantification approaches.^10^^,^^11^^,^^12^^,^^14^ Reported values vary considerably across studies and show substantial within-group heterogeneity, suggesting that fibrosis burden differs among individual cats. Our study extends this work by applying an artificial intelligence (AI)-driven pixel classification approach to complete midventricular transversal sections including the left ventricle, right ventricle, and interventricular septum simultaneously, enabling quantitative fibrosis assessment and evaluation of associations with clinical findings.

ATE is a well-known complication of HCM, both in cats and in humans. In cats, it typically presents as an acute saddle thrombus causing hindlimb paralysis,^15^ whereas in humans it manifests more commonly as stroke or systemic embolism.^16^ Although atrial fibrillation is an established risk factor in human HCM, embolic events also occur in patients without documented atrial fibrillation.^17^ The pathophysiological differences that underlie why some individuals develop thromboembolism and others progress to congestive HF remain largely unexplored.

In human HCM, histopathological assessment of myocardial remodeling is largely restricted to septal myectomy biopsies and explanted hearts, limiting insight into earlier disease stages and regional variation. Feline studies have contributed important pathological characterization of cardiac remodeling,^10^^,^^11^^,^^12^^,^^14^^,^^18^ but translational comparison between species would benefit from quantitative, high-throughput approaches applicable across both. Therefore, we applied a semi-automated digital pathology pipeline to quantify myocardial fibrosis in histological sections from cats with naturally occurring HF, alongside AI-assisted morphometric analysis of nuclear shape, vascular wall-to-lumen ratio, and bulk transcriptomic profiling. We found that fibrosis burden differed markedly between cats that died of ATE versus congestive HF, suggesting that these clinical outcomes are associated with histologically distinct tissue profiles. This demonstrates the feasibility of combining scalable image analysis and transcriptomics to extract meaningful biological associations from naturally occurring cardiac disease, with potential translational relevance for human cardiomyopathy research.

## Results

### Cohort description

Hearts from 37 cats submitted to the Utrecht University Faculty of Veterinary Medicine were collected (Table 1). Most were euthanized due to poor prognosis. Cats were grouped as follows: ATE (*n* = 10), based on hindlimb paralysis, absent femoral pulses, hypothermia, and pallor; congestive HF with cardiomegaly confirmed at necropsy (*n* = 9); and non-cardiac controls (*n* = 18). HF diagnosis was based on clinical signs and accompanied by ultrasound (5/9), echocardiography (1/9), radiographs (1/9), or, in the remaining cases (2/9), by gross pathology findings at necropsy. The average age of cats with a known cardiac death and HF or ATE was 8.63 and 8.40, respectively, while the average age of cats without known cardiac death was 11.77 years.

**Table 1:** Characteristics of the feline cohort

Cat ID	Breed	Age (years)	Sex	Body condition	Reason for euthanasia	Known cardiac death	ATE	Fibrosis %	Myocardial fibrosis %	Adipocyte %
1	DSH	ND	ND	ND	hyperthyroidism	no	no	2.78	1.57	4.22
2	DSH	16	M/N	overweight	acute central neurological symptoms	no	no	3.78	2.79	3.76
3	DSH	10	M/N	underweight	ATE suspicion	yes	yes	12.9	7.99	7.97
4	DSH	11	M/N	optimal weight	lethargy, decreased appetite, mild pancytopenia, FIV positive	no	no	6.67	4.88	11.59
5	DSH	10	M/N	obese	hyperkalemia, urethral obstruction	no	no	3.95	2.76	6.57
6	DSH	23	F/N	underweight	myiasis	no	no	6.26	3.16	5.93
7	DSH	16	M/N	optimal weight	ATE suspicion	yes	yes	7.38	4.85	3.64
9	DSH	17	M/N	ND	unknown	no	no	6.35	3.22	–
10	DSH	8	M/N	ND	heart failure, ATE	yes	yes	13.5	6.6	5.88
11	Birman	4	M/N	underweight	heart failure and mechanical ileus	yes	no	10.26	6.76	3.94
12	DSH	17	M/N	ND	found dead	no	no	5.81	3.03	4.15
13	DSH	5	F/N	optimal weight	HCM	yes	no	5.04	3.62	2.98
14	DSH	10	M/N	obese	heart failure, ATE	yes	yes	8.44	6.57	4.66
15	Maine Coon	14	M/N	ND	found dead, chylothorax and cardiomegaly	yes	no	14.01	11.16	7.97
16	DSH	13	F/N	optimal weight	heart murmur, lameness	no	no	11.44	4.73	9
17	DSH	14	F/N	ND	dyspnea, died in car to clinic. Heart murmur history	no	no	6.28	4.41	2.88
18	Birman	ND	F/N	underweight	sublingual mass	no	no	10.32	5.26	3.87
19	DSH	9	F/N	ND	epilepsia	no	no	5.19	3.69	4.43
20	British Shorthair	2	F/N	optimal weight	dyspnea, enlarged left atrium	yes	no	5.57	4.05	2.84
21	DSH	13	F/N	obese	dyspnea, severe cardiomegaly	yes	no	2.59	1.35	2.34
22	Maine Coon	7	M/N	optimal weight	ATE	yes	yes	9.63	7.03	7.08
23	DSH	13	F/N	ND	ATE, cardiomegaly	yes	yes	22.05	11.58	5.78
24	DSH	15	F/N	underweight	anorexia, epileptic seizure. Thyroid mass removed 1 year before	no	no	6.03	2.95	2.11
25	DSH	12	F/N	ND	anorexia, vomiting	no	no	6.82	4.17	8.2
26	Maine Coon mix	3	M/N	overweight	ATE and dyspnea	yes	yes	–	6.65 (LV only)	2.97
27	DSH	10	F/N	underweight	renal failure	no	no	9.98	6.5	3.03
28	DSH	7	M/N	optimal weight	ATE	yes	yes	10.92	8.62	3.05
29	British Shorthair	0.6	M/I	optimal weight	ibuprofen intoxication	no	no	8.81	5.37	3.54
30	DSH	18	F/N	underweight	dyspnea	yes	no	5.43	3.06	5.02
31	DSH	3	F/N	optimal weight	dyspnea, pericardial effusion	yes	no	–	–	8.66
32	DSH	5	M/N	optimal weight	ATE	yes	yes	14.76	7.37	7.21
33	British Shorthair	7	M/N	overweight	anemia	no	no	12.46	7.93	6.31
34	DSH	ND	ND	unknown	unknown	no	no	10.29	7.07	3.34
35	Maine Coon	ND	ND	unknown	dyspnea, cardiomegaly	yes	no	6.16	2.42	2.32
36	DSH	2	F/N	overweight	renal failure	no	no	7.3	4.66	12.01
37	DSH	10	M/N	optimal weight	congestive heart failure	yes	no	–	–	4.03
38	DSH	5	M/N	optimal weight	ATE	yes	yes	6.19	4.35	4.8

demographic, clinical, and histological data of 37 cats, including breed, age, sex, body condition, cause of death, cardiac status, fibrosis percentage, myocardial fibrosis percentage, and adipocyte percentage. Cause of death refers to the reason for euthanasia unless stated otherwise. Abbreviations: DSH, domestic short hair; N/D, no data; M/N, male neutered; F/N, female neutered; M/I, male intact; ATE, arterial thromboembolism.

### Myocardial fibrosis is elevated in cats with ATE

Fibrosis was quantified using a machine-learning-based pixel classification approach applied to Masson’s trichrome-stained histological sections (Figure 1A). This pixel classification model accurately distinguished blue-stained fibrotic tissue across images with varying staining intensities and filtered out artifacts such as tissue tears and erythrocytes, enhancing the reliability of the quantification. Model performance was evaluated by comparing its predictions to human observer scores across six areas of interest (Figure S1A). Within the cohort, the percentage of fibrosis relative to the total area of cardiomyocytes and fibrosis ranged from 2.59% to 22.05% (Figure 1C). Cats without known cardiac death exhibited a significantly lower fibrosis percentage compared to those with ATE (median 6.51% vs. 10.92%; unpaired *t* test; p_adj_ = 1.52 × 10^−2^). When combining cats with ATE and congestive HF in a “known cardiac death” group, no significant difference was observed between cats with and without a known cardiac death. In these groups, the percentage of collagen deposition ranged from 2.78% to 12.46% and 2.59%–14.01%, respectively. We observed different patterns of distribution of fibrosis among the heart slices, as some hearts showed extensive fibrotic remodeling of the papillary muscles and tendon insertion sites (Figure 1B). To assess myocardial fibrosis specifically, we excluded large subepicardial and subendocardial fibrotic areas connected to the papillary muscles while retaining scar-like fibrosis infiltrating the myocardium. The percentage of these large subepicardial and subendocardial fibrotic areas did not differ significantly between the outcome groups (Figures 1C; Table S3). When focusing solely on myocardial fibrosis, the contrast between cats with ATE and those without a known cardiac death became more pronounced (median 7.03% vs. 4.29%; unpaired *t* test; p_adj_ = 4.62 × 10^−3^), while comparisons involving the congestive HF group remained non-significant.

**Figure 1:**
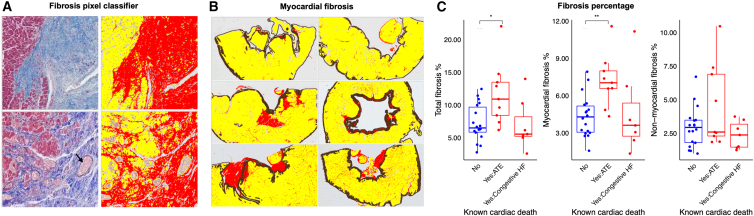
Fibrosis quantification (A) Fibrosis pixel classifier. Representative histological images of fibrotic myocardial tissue stained with Masson’s trichrome (left: blue = fibrosis, red = cardiomyocytes). The corresponding pixel classification outputs (right) display fibrosis (red), cardiomyocytes (yellow), and background. Blood vessel lumens and erythrocytes are classified as background (arrow). (B) Examples of fibrosis quantification (red) in myocardial tissue (yellow) sections. In some samples, excessive endocardial fibrosis was observed. For the quantification of myocardial fibrosis, fibrotic areas at the inner and outer borders were filtered out. The brown line delineates the segmentation borders used to define myocardial fibrosis. (C) Boxplots display mean total fibrosis percentage, mean myocardial fibrosis percentage, and mean non-myocardial fibrosis percentage per outcome group (congestive heart failure [HF], HF with arterial thromboembolism [ATE], and no reported cardiac cause of death), with each dot representing an individual cat (HF: *n* = 7, ATE: *n* = 9, no cardiac death: *n* = 18). Pairwise comparisons were performed using unpaired *t* tests (mean total fibrosis percentage) or Wilcoxon rank-sum tests (mean myocardial and non-myocardial fibrosis percentage), with *p* values adjusted for multiple comparisons using the Benjamini-Hochberg method. Cats with ATE had significantly higher mean total fibrosis percentage and mean myocardial fibrosis percentage compared to cats without a reported cardiac cause of death. No other significant pairwise differences were observed. ∗*p* < 0.05, ∗∗*p* < 0.01.

Supplemental adipocyte quantification (Data S1) showed that adipocytes were predominantly epicardial, with higher surface percentages in the right ventricle than elsewhere in the heart, but no significant differences between outcome groups were found (Figure S2; Table S3). Adipocyte size measurements, available for 29 cats after quality filtering, likewise showed no significant group differences.

### Cats with ATE show a higher vascular wall-to-lumen ratio in large vessels

We used the segment anything model (SAM) to automate vessel segmentation, replacing manual tracing with a more consistent and scalable method (Figure 2A). Arteries and arterioles located in the left ventricle and septum were selected for analysis (Figure 2B). Using this segmentation method, 866 vessels across 37 cats were identified. The number of vessels detected per cat ranged from 11 to 42, with an average of 23.41 ± 7.90 vessels per cat. From the resulting segmentation masks, key vessel parameters were calculated, including inner and outer diameters, wall thickness, wall cross-sectional area, and wall-to-lumen ratio. In large vessels (outer diameter >250 μm), a significant difference in wall-to-lumen ratio among outcome groups was found [H(2) = 8.34; Kruskal-Wallis; *p* = 1.55 × 10^−2^; *n* = 95]. Pairwise comparisons, using a Gaussian linear mixed model (LMM) to account for the unequal number of vessels measured per cat, showed that wall-to-lumen ratio was significantly higher in cats with ATE compared to cats without known cardiac death (median 0.575 vs. 0.423; Gaussian LMM; *p* = 2.56 × 10^−2^; Figure 2E), however, significance was lost after adjustment for multiple comparisons (p_adj_ = 7.67 × 10^−2^). Other vessel parameters did not differ significantly between groups (Table S3).

**Figure 2:**
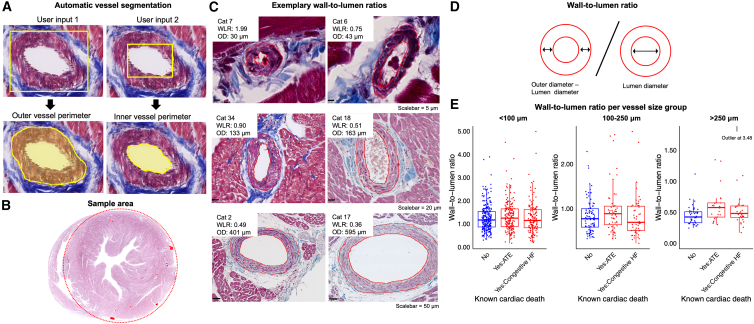
Vessel segmentation (A) The user provides an initial bounding box as input, after which the segment anything model (SAM) automatically segments the vessel structures. (B) Sample area selection. Vessels were segmented in the left ventricle and septum as the region of interest for analysis (dotted red outline). (C) Exemplary wall-to-lumen ratios (WLRs). Histological images of segmented vessels illustrate variations in wall thickness and lumen size across different cats. Calculated WLR and outer diameters (OD) are shown for each example. (D) WLR calculation. Schematic representation of the formula: WLR = (OD − lumen diameter)/lumen diameter. (E) Boxplots show WLR measurements categorized by vessel size group (small: <100 μm, *n* = 573 vessels; medium: 100–250 μm, *n* = 198 vessels; large: >250 μm, *n* = 95 vessels from 35 cats), from 37 cats total, stratified by outcome group (congestive heart failure [HF], HF with arterial thromboembolism [ATE], and no reported cardiac cause of death). Each dot represents one vessel. Overall group differences were assessed using Kruskal-Wallis tests; pairwise comparisons for the large vessel group were performed using a log-Gaussian linear mixed model with cat as a random effect, with *p* values adjusted using the Benjamini-Hochberg method. A nominally significant overall difference in WLR was observed in the large vessel group (Kruskal-Wallis, *p* = 0.016), but no pairwise comparisons reached significance after correction. No significant differences were found in small or medium vessel categories. One outlier in the large vessel group (WLR = 3.48) fell outside the plotted axis range and is indicated.

### Nuclear size and non-myocyte density differ by cardiac outcome

Nuclei were segmented using CellPose on H&E-stained scanned slides (Figure 3A). For each fiber orientation within the transversal section, six sample areas of 0.25 mm^2^ were analyzed (Figures 3A and 3B). This yielded a total of 111,687 nuclei in transversal cut orientation and 93,857 in longitudinal cut orientation, with an average of 5,555 ± 1,022 nuclei per cat.

**Figure 3:**
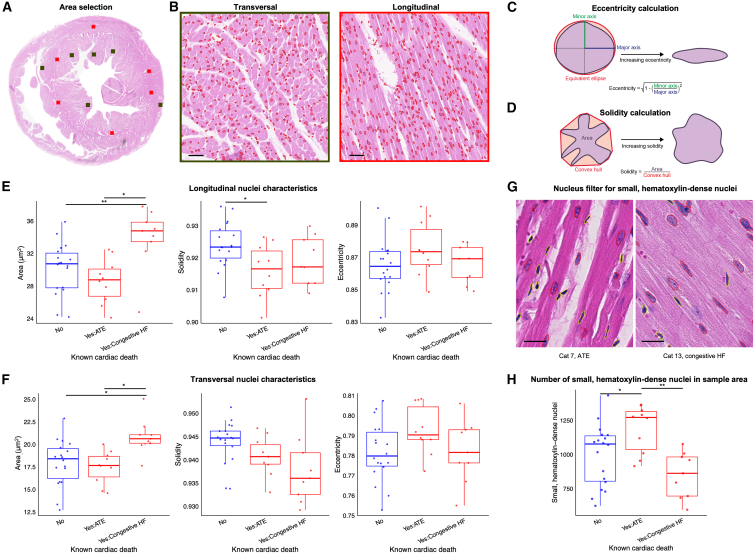
Nucleus segmentation and morphometric analysis (A) Area selection. Six longitudinal and six transversal areas from HE-stained sections were sampled from the left ventricle and septum for nucleus segmentation and analysis. (B) Representative images of nuclei detected in transversal (left, dark gray border) and longitudinal (right, red border) myocardial sections, highlighting differences in nuclear morphology depending on orientation. Scale bars: 50 μm. (C) Eccentricity calculation: defined as the ratio between the minor and major axes of an ellipse fitted to the nucleus, measuring deviation from circularity. (D) Solidity calculation: defined as the ratio of nucleus area to its convex hull area, indicating the degree of nuclear irregularity. (E and F) Nucleus characteristics grouped by outcome group (congestive heart failure (HF), HF with arterial thromboembolism (ATE), and no reported cardiac cause of death), showing area (μm^2^), solidity, and eccentricity in longitudinally cut (E) and transversally cut (F) nuclei. Each dot represents one cat. Pairwise comparisons were performed using estimated marginal means from log-linear mixed models with cat as a random effect, with *p* values adjusted using the Benjamini-Hochberg method. ∗*p* < 0.05, ∗∗*p* < 0.01. (G) Examples of the filtering step used to identify small, hematoxylin-dense nuclei (yellow border) within the quantified area. Nuclei excluded by this filter are indicated by a red border. Cat 7 (diagnosed with ATE) contained 1,365 small hematoxylin-dense nuclei within the quantified area, compared with 595 in Cat 13 (diagnosed with congestive HF). Scale bars: 20 μm. (H) Number of small, hematoxylin-dense nuclei per cat within the sampled area, grouped by outcome group. Pairwise comparisons were performed using unpaired *t* tests with Benjamini-Hochberg correction. Cats with ATE had significantly more small, hematoxylin-dense nuclei than cats with HF and cats without a reported cardiac cause of death. ∗*p* < 0.05, ∗∗*p* < 0.01. *n* = 18 (no cardiac death), 10 (ATE), and 9 (congestive HF) cats.

Nucleus size differed significantly between outcome groups, with cats that died from congestive HF having the largest nuclei on average (Figures 3E and 3F). In the longitudinal direction, the log LMM model showed a significant effect (*p* = 7.95 × 10^−3^). Post-hoc analysis confirmed that nuclei were larger in cats with congestive HF compared to cats without known cardiac death (median 32.2 μm^2^ vs. 28.2 μm^2^; *p* = 1.95 × 10^−2^, p_adj_ = 2.93 × 10^−2^) and cats with ATE (median 32.2 μm^2^ vs. 26.3 μm^2^; *p* = 3.15 × 10^−3^, p_adj_ = 9.46 × 10^−3^). A similar trend was observed in the transversal direction, where the log LMM model again showed a significant effect (*p* = 1.19 × 10^−2^). Nuclei were significantly larger in cats with congestive HF than in cats without known cardiac death (median 18.7 μm^2^ vs. 16.5 μm^2^; *p* = 1.08 × 10^−2^, p_adj_ = 1.61 × 10^−2^) and cats with ATE (median 18.7 μm^2^ vs. 15.7 μm^2^; *p* = 9.16 × 10^−3^, p_adj_ = 1.61 × 10^−2^). While these results point toward nuclear hypertrophy in the congestive HF group, the size distributions likely reflect a mixture of cardiomyocyte and non-cardiomyocyte nuclei. As a result, differences in the proportion of smaller nuclei between groups, particularly in cats with ATE, may partially mask underlying hypertrophy.

To explore this possibility, we selectively filtered for small, hematoxylin-dense nuclei (<35 μm^2^, upper 0.5 quantile hematoxylin median intensity) consistent with non-myocyte morphology (Figure 3G). Within the same standardized sampling area (6 × 0.25 mm^2^ in the longitudinal plane), significantly more small, hematoxylin-dense nuclei were detected in cats with ATE compared to those with congestive HF (median 1272 vs. 862; *p* = 4.83 × 10^−4^, p_adj_ = 1.45 × 10^−3^) and compared to cats without a known cardiac death (median 1272 vs. 1077; *p* = 2.68 × 10^−2^, p_adj_ = 4.02 × 10^−2^) (Figure 3H). These findings suggest a greater number of non-myocyte nuclei in the ATE group and support the interpretation that elevated numbers of small nuclei may influence overall nuclear size metrics.

Nuclear solidity, a measure of how tightly the nucleus membrane encloses its area, was significantly affected by disease status in both transversal (Log LMM, *p* = 2.83 × 10^−2^) and longitudinal (Log LMM, *p* = 2.55 × 10^−2^) cut directions (Figures 3E and 3F). Increased folding of the nucleus membrane was observed in the nuclei of cats with known cardiac death versus the cats without a known cardiac death, indicated by a trend toward reduced solidity in longitudinally cut nuclei in cats with ATE (median 0.935 vs. 0.927; *p* = 1.60 × 10^−2^, p_adj_ = 4.79 × 10^−2^) and in transversal for cats with congestive HF (median 0.953 vs. 0.949; *p* = 1.73 × 10^−2^, p_adj_ = 5.18 × 10^−2^).

### Myocardial fibrosis correlates with smaller average nuclear size and increased non-myocyte nuclei

A correlation analysis identified several significant relationships among the studied phenotypic traits (Figure 4). Non-myocardial fibrosis percentage showed a strong positive correlation with myocardial fibrosis percentage (*r* = 0.56, Spearman; *p*_adj_ = 7.97 × 10^−3^), confirming that these two types of fibrosis tend to co-occur. A particularly relevant finding was the negative correlation between myocardial fibrosis percentage and nucleus size in longitudinal sections (*r* = −0.46, Pearson; *p*_adj_ = 4.47 × 10^−2^) but not in the transversal sections (*r* = −0.05, Pearson; *p*_adj_ = 8.81 × 10^−1^). This suggests that increased fibrosis is associated with the presence of smaller nuclei that can only be observed in longitudinal cuts. This is further supported by the positive correlation between the number of small, hematoxylin-dense nuclei and myocardial fibrosis percentage (*r* = 0.40, Pearson; *p*_adj_ = 9.81 × 10^−2^).

**Figure 4:**
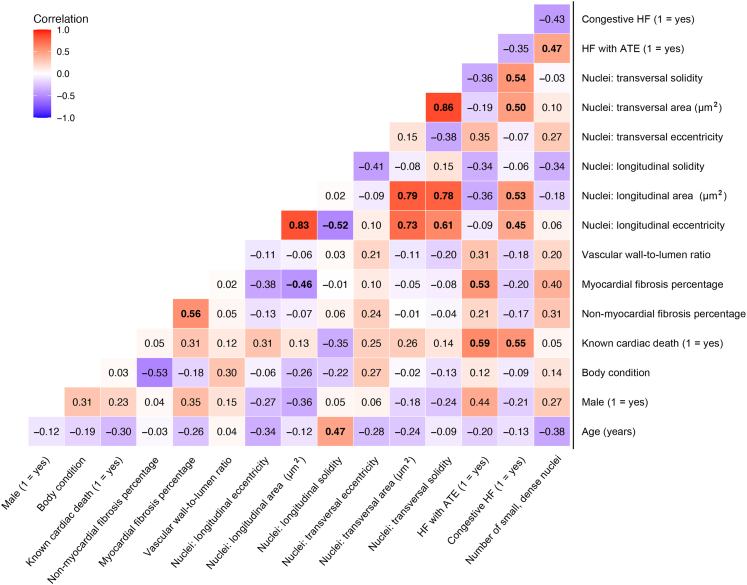
Correlation matrix of phenotype quantifications This heatmap displays pairwise correlation coefficients between histological measurements and individual characteristics from up to 37 cats, where not all measurements were available for all individuals (see Table 1). Pearson or Spearman correlation was used depending on the normality of each variable (see Table S4). Positive correlations are shown in red and negative correlations in blue, with color intensity reflecting correlation strength. Numbers indicate correlation coefficients. Correlations with *p* < 0.05 are indicated in bold.

### Transcriptomic profiling links tissue phenotypes to distinct pathway signatures

Oxford Nanopore long-read sequencing data were available for 12 cats (cats 10, 11, 15, 16, 23, 25, 30, 31, 35, 36, 37, and 38). 

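The libraries came from left ventricular free wall tissue next to the histological section and were made for direct RNA sequencing, in which RNA molecules are read without conversion to cDNA. There was 1 library per cat and no replicate library. The 12 libraries were sequenced with 4 barcodes on each of 3 flow cells. By outcome, 6 libraries were from cats with congestive HF, 3 from cats with ATE and 1 from a cat without known cardiac death. The other 2 libraries carry the numbers of cats 22 and 29, which are not among the listed cats, whereas no library carries the number of cat 16 or cat 25. These 2 libraries were used in no comparison of a trait or an outcome, except in alternatives that are named as such. Flow cell A held the libraries of cats 11, 23, 30 and 31. Flow cell B held those of cats 10, 15, 35 and 36. Flow cell C held those of cats 37 and 38 and the 2 libraries of unknown outcome. Of the 10 cats with a known outcome, 8 had a myocardial fibrosis percentage and 9 had an age.
The authors filtered reads on quality, mapped them to the felCat9 genome with Minimap2 and counted them per gene with FeatureCounts. The values they deposited were these reads divided by 1 size factor per library. In every library, 100% of the values were whole multiples of the value of 1 read, and the factors, from 0.699 to 2.07, equalled the median-of-ratios size factors of the whole reads. The 8715 genes with at least 10 reads in at least 3 of the 10 libraries of known outcome were tested. Each gene's deposited value was correlated with fibrosis and with age by Spearman's rho, with a two-sided exact permutation of the trait over the cats. The slope of log2(value + 1) on each trait was tested with limma. Choices that could change the numbers were the scaling of the libraries, the filter on reads, the correlation coefficient, the fibrosis measure, flow cell as a covariate and which cats were included.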

A total of 28,618,267 reads were generated through Nanopore sequencing, of which 92% (26,478,932 reads) passed the Q-score threshold of 7. 

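Over the 12 libraries, 15753626 reads were counted on genes, of which 13644632 were in the 10 libraries of known outcome. The 6 libraries of cats with congestive HF had between 852825 and 2263110 reads on genes, with a median of 1326951. The 3 libraries of cats with ATE had between 789257 and 1631706, with a median of 1131075. The cat without known cardiac death had 1756702, and the 2 libraries of unknown outcome had 880915 and 1228079. The deepest library thus held 2.87 times the reads of the shallowest. A read was found for 12189 to 13987 genes per library.
Library size was compared with both traits, which gave 2 relations. Reads per library fell with age in 9 cats (Pearson r = -0.716, two-sided exact permutation p = 0.0308; Spearman rho = -0.700, exact permutation p = 0.0433, Benjamini-Hochberg adjusted p = 0.0865). Cat 30 was the farthest from the median age, followed by cats 15 and 36 at the same distance. Without cats 30 and 15, r was -0.857, and without cats 30 and 36 it was -0.835. After each flow cell was centred on its mean, r was -0.780 (exact permutation within flow cells, p = 0.0347). For fibrosis in 8 cats, r was -0.482 (exact permutation p = 0.227) and rho was -0.429 (exact permutation p = 0.299, adjusted p = 0.299). This relation did not hold without cats 23 and 15, where r was 0.393. Centred on flow cells, which left 7 cats, r was -0.479 (exact permutation p = 0.368).

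**Figure D1:**
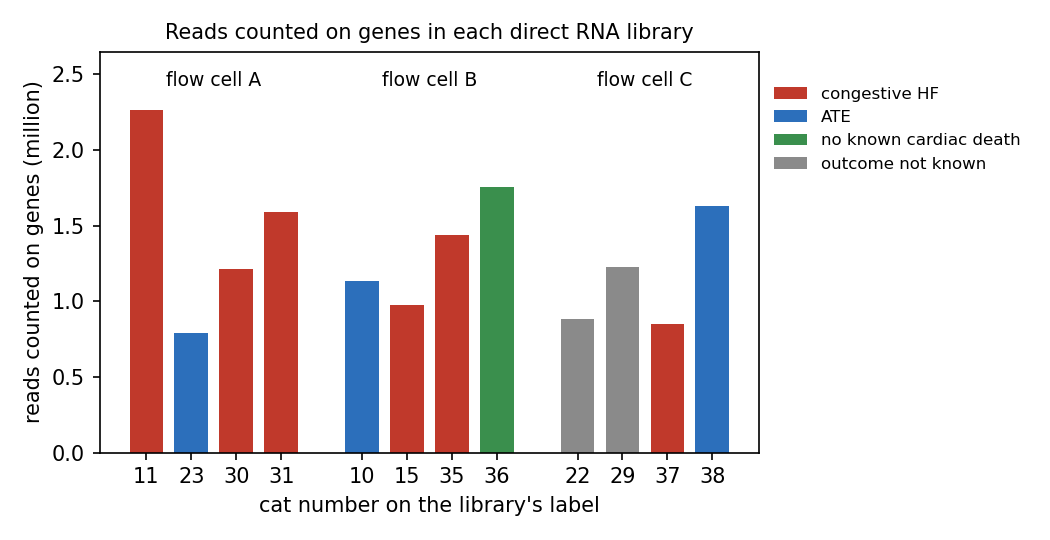
Reads counted on genes (y axis) in each of the 12 libraries, named by the cat number on its label and grouped by flow cell. Bars are coloured by outcome, and no bar has an error because each cat had 1 library. Reads ranged from 789257 for cat 23 to 2263110 for cat 11, both on flow cell A.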

The mean sequencing depth was 35× per gene, enabling robust transcriptome-wide expression analysis. 

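Spread over the 30785 genes that were listed, the reads counted on genes came to 42.6 ± 14.3 per gene and library (SD, n = 12 libraries). Over the 18070 genes with a read in any library, the mean was 72.7. The depth of single genes was uneven. Among the genes with a read, 59.3% had a median under 10 reads over the 10 libraries of known outcome, whereas the tested genes had a median of 27.5 reads. The 10 most abundant genes took between 19.2% and 31.2% of the reads of a library.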

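When the genes were correlated with myocardial fibrosis one by one in 8 cats, 0 of 8715 genes had an adjusted p under 0.05 (Spearman's rho, two-sided exact permutation, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 247 genes, 126 with a positive and 121 with a negative rho, where chance gives 436. For age in 9 cats, 0 genes passed the adjusted threshold and 415 passed the unadjusted one, 190 with a positive and 225 with a negative rho. With 8 cats the exact test gives no p below 4.96e-05. On simulated data, in which 200 of 8715 genes changed by 3 on the log2 scale over the range of the trait, it recovered 0% of them for fibrosis and 4.5% for age after adjustment. By this route, genes could therefore not be called for fibrosis, and few of the changed genes for age.
limma recovered 73% and 59% of the changed genes in the same simulations. In the real data it also called 0 genes for fibrosis and 0 for age, with 230 and 401 genes at an unadjusted p under 0.05. These fits did not include flow cell. With flow cell as a covariate, limma still called 0 genes for age, with 1010 at an unadjusted p under 0.05. The smallest adjusted p for age was then 0.0551, against 0.955 without it. For Spearman's rho, reads without library size scaling gave 418 genes at an unadjusted p under 0.05 for fibrosis, 413 of them negative, and 930 for age, 924 of them negative, and still 0 genes after adjustment. For fibrosis, the highest count, 504, came with all genes that had a read.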

Genes were ranked by Spearman correlation with histological parameters, and pathway enrichment was assessed using normalized enrichment scores (NES). The top three pathways per trait are shown in Figure 5 and the top 10 in Table S5.

**Figure 5:**
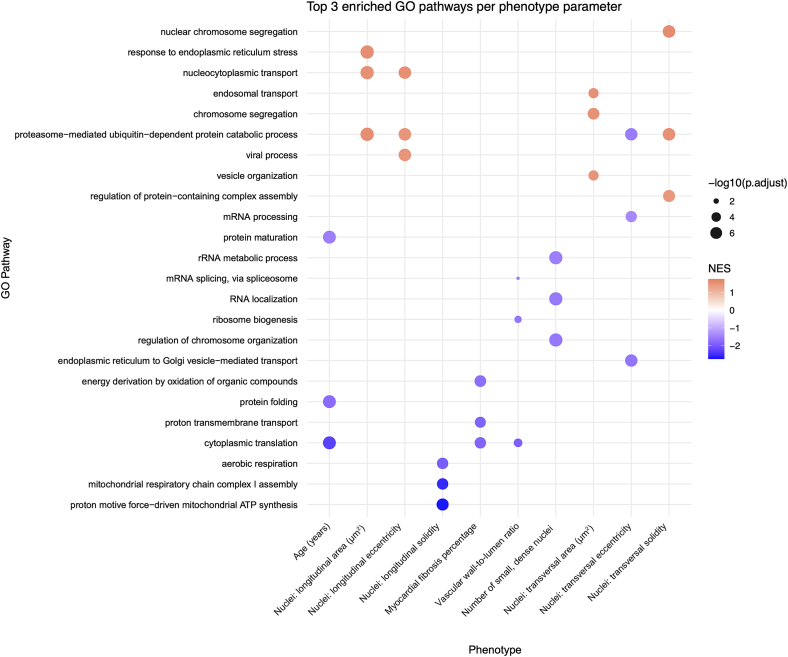
Transcriptome-wide enrichment of biological pathways associated with histological and nuclear phenotype parameters Dot plot showing the top three significantly enriched Gene Ontology Biological Process terms per phenotype parameter (adjusted *p* < 0.05, Benjamini-Hochberg correction) across 12 cats with available transcriptomic data. Dot color represents the normalized enrichment score (NES), indicating the direction and strength of the association; dot size reflects -log_10_ of the adjusted *p* value. Parameters include age, nuclear morphology (area, eccentricity, and solidity) measured in longitudinal and transversal myocardial sections, myocardial fibrosis percentage, vascular wall-to-lumen ratio, and number of small, hematoxylin-dense nuclei. See also Table S5.

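Member lists of Gene Ontology terms were not used here. A family of cardiac ion channel, calcium-handling and intercalated disc genes, chosen by name alone, was tested in their place. It has 33 tested members, among them RYR2, PLN, CACNA1C, KCNQ1, GJA1 and DSP. The paper names RYR2, PLN, CACNA1C and DSP from a ranking by fibrosis in largely the same cats. Results of this family are therefore not a fully independent test. The mean rho of its members with myocardial fibrosis was -0.262, against -0.00291 for all tested genes. The difference of -0.259 gave p = 0.0513 over all 40320 orders of the 8 cats (two-sided exact permutation, which keeps the correlation between genes) and 0.208 after Benjamini-Hochberg adjustment over 7 family tests. A negative rho was found for 25 of the 33 genes. When fibrosis values were permuted only within flow cells, the exact permutation p was 0.0903. Flow cell C held 1 cat with a fibrosis value. Pearson's r in place of Spearman's rho moved the difference most, to -0.164 (exact permutation p = 0.360).
A score per cat, the mean log2(value + 1) of the family minus the mean of all tested genes, fell with fibrosis by rank (rho = -0.833, exact permutation p = 0.0154, adjusted p = 0.0461 over 3 families). Pearson's r was -0.389 (exact permutation p = 0.377) and became -0.756 without cats 23 and 15, the farthest from the median fibrosis. After centring on flow cells, r was -0.339 in 7 cats (exact permutation p = 0.674). Ranked by rho, the family had an NES of -2.01 (gene permutation p = 2.1e-04, fgsea), in a test that permutes genes and not cats.

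**Figure D2:**
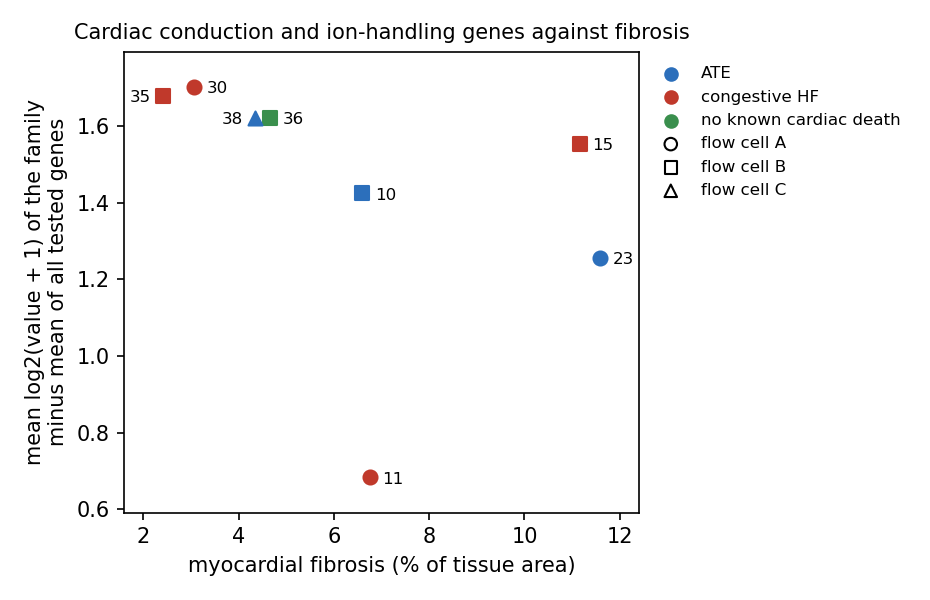
Score of the 33 conduction and ion-handling genes (log2 units, y axis) against myocardial fibrosis (%, x axis). Each point is 1 of 8 cats, coloured by outcome and shaped by flow cell. Cat 11 had the lowest score (0.68) and cat 30 the highest (1.70).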

Higher fibrosis percentage was linked to reduced expression of genes involved in cardiac conduction (NES = –2.04, p_adj_ = 4.37 × 10^−4^), mitochondrial organization (NES = –1.61, p_adj_ = 4.46 × 10^−4^), and cardiac muscle cell action potential (NES = –1.96, p_adj_ = 1.68 × 10^−3^). These included ion-handling and membrane-related genes such as *RYR2*, *PLN*, *CACNA1C*, *SCN3A*, and *DSP*.

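The depth behind these genes differed widely. Over the 10 libraries of known outcome, PLN had 1949 to 6043 reads, RYR2 had 413 to 1421, DSP had 166 to 400 and CACNA1C had 8 to 71. SCN3A had 0 to 4 reads, with none in 3 libraries, and was below the filter on reads. Counting error alone gives SCN3A a coefficient of variation of 74.5%, against 17.6% for CACNA1C and 1.64% for PLN.
All 5 genes had a negative rho with fibrosis in 8 cats, from -0.903 for SCN3A to -0.143 for PLN. The paper names these genes from a ranking by fibrosis in largely the same cats, so their p-values are not an independent test. SCN3A had an exact permutation p of 0.00536, or 0.0268 after Benjamini-Hochberg adjustment over the 5 genes. For CACNA1C, rho was -0.690 (exact permutation p = 0.0694, adjusted p = 0.173). RYR2 and DSP had an adjusted p of 0.270 each and PLN of 0.752. Adjusted over all tested genes, p was 1 for the 4 that passed the filter. Pearson's r was -0.862 for SCN3A (exact permutation p = 0.00640), -0.896 without cats 23 and 15, and -0.890 within flow cells (7 cats, exact permutation p = 0.0278). For the other genes, r lay between -0.474 for CACNA1C (exact permutation p = 0.224) and -0.140 for PLN (p = 0.769). Without cats 23 and 15 these values ran from -0.713 for DSP to -0.459 for PLN, and within flow cells from -0.477 for CACNA1C (exact permutation p = 0.396) to -0.0115 for PLN (p = 0.993).
The rho of PLN changed sign, to 0.0667, when the 2 libraries of unknown outcome were entered as cats 22 and 29, and to 0.214 without cat 23. With reads that were not scaled for library size, rho ran from -0.929 for CACNA1C to -0.810 for PLN, with exact permutation p from 0.00223 to 0.0218. On average, PLN and CACNA1C were also lower on flow cell A than in the other 8 libraries, although cat 30 on flow cell A lay within their range, with mean log2 differences of -0.96 and -1.43 (adjusted p = 0.0389 and 0.0369, limma).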

Nucleus size was positively associated with stress and proteostasis pathways in both cut directions. These pathways included proteasome-mediated ubiquitin-dependent protein catabolic process (NES = 1.71 and 1.52, p_adj_ = 2.59 × 10^−8^ and 1.98 × 10^−4^) and response to endoplasmic reticulum stress (NES = 1.70 and 1.60, p_adj_ = 2.59 × 10^−8^ and 2.94 × 10^−4^). 

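Nucleus size per cat was not used here, so the values describe expression alone. The 46 proteasome subunits listed, of which 42 were tested, took 0.568% to 0.731% of the reads of a library in the 10 cats of known outcome. The median was 0.618%. FAF1 was covered by 61 to 243 reads, LRRK2 by 8 to 59, UFD1 by 3 to 49 and KLHL30 by 0 to 9. The deposited value of FAF1 was 135 ± 45.4 (SD, n = 10 cats), a coefficient of variation of 33.7% where counting error alone gives 8.27%. LRRK2 had a value of 20.3 ± 10.0 (SD, n = 10) and UFD1 of 15.9 ± 6.65 (SD, n = 10). For KLHL30, the value was 1.98 ± 1.99 (SD, n = 10), and the gene was below the filter on reads. Its 9 reads in cat 31 stood apart from the 1 to 3 reads in the other cats with congestive HF. In the same group, the 3 reads of UFD1 in cat 15 stood apart from 13 to 49 in the others.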

Key genes in these pathways, such as *KLHL30*, *LRRK2*, *FAF1*, and *UFD1*, contribute to ubiquitin ligase activity, intracellular transport, degradation of misfolded proteins, and cellular stress responses. These findings suggest that larger nuclei may reflect activation of protein quality control systems and stress adaptation.

Nuclear eccentricity showed direction-specific associations. In longitudinal sections, higher nuclear eccentricity, reflecting more elongated nuclei, was positively associated with nucleocytoplasmic transport (NES = 1.69, p_adj_ = 1.90 × 10^−7^). 

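Eccentricity per cat was not used here either. The 52 nucleoporins and nuclear transport receptors listed, of which 44 were tested, took 0.137% to 0.282% of the reads of a library. The median was 0.180% in 10 cats. The 4 libraries of flow cell A, at 0.210% to 0.282%, lay above all others, which reached 0.186%. TGFB1 had 3 to 85 reads and a deposited value of 21.6 ± 12.2 (SD, n = 10 cats). BUB1 was not detected in 7 of the 10 libraries and had at most 12 reads, in cat 11. CDK2 was not detected in 4 of the 10 and had at most 16 reads. Both were below the filter on reads. In these libraries, 3 reads corresponded to between 1.33 and 3.80 CPM, and values below this rest on 1 or 2 reads.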

In transversal sections, by contrast, higher eccentricity was associated with reduced activity of nucleocytoplasmic transport (NES = –1.59, p_adj_ = 1.32 × 10^−5^), as were pathways related to chromosome organization (NES = –1.81, p_adj_ = 2.85 × 10^−7^) and mitotic cell-cycle regulation (NES = –1.47, p_adj_ = 2.59 × 10^−5^), including the genes *TGFB1*, *BUB1*, and *CDK2*. Because nuclear shape is influenced by both cell type and mechanical interplay, variation in eccentricity likely reflects a combination of cardiomyocyte remodeling and differences in local cell population, including contributions from fibroblasts and other non-myocyte cells.

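Nuclear-encoded subunits of the respiratory complexes and ATP synthase took a smaller share of the reads on flow cell A than on the other flow cells. The 60 subunits listed, of which 59 were tested, took 3.36% to 5.93% of the reads of a library in the 10 cats of known outcome. The median was 5.24%. The libraries of flow cell A had 3.36% to 5.05%, below the 5.21% to 6.99% of the other 8. On the log2 scale, the score of the family was lower by a difference of -0.75 on flow cell A (two-sided exact permutation over 495 splits of the 12 libraries, p = 0.00202, adjusted p = 0.0111 over 11 gene lists). This p is the smallest that these splits can give, and flow cell A was singled out after the data were seen. A list of cardiomyocyte genes was also lower there, by -0.75 (same exact permutation, p = 0.00202). Sequencing batch and tissue can therefore not be told apart. Solidity per cat was not used here.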

Higher nuclear solidity (reflecting less membrane folding) in longitudinal cuts was linked to reduced expression of genes related to mitochondrial energy production, including proton-motive-force-driven mitochondrial ATP synthesis (NES = −2.74, p_adj_ = 5.10 × 10^−7^) and aerobic respiration (NES = −2.12, p_adj_ = 2.66 × 10^−6^).

The number of small, hematoxylin-dense nuclei was negatively associated with RNA processing and translation-related pathways, including RNA localization (NES = −1.78, p_adj_ = 3.24 × 10^−8^) and regulation of translation (NES = −1.67, p_adj_ = 3.24 × 10^−8^). These associations may reflect shifts in cellular composition in samples with increased number of small, hematoxylin-dense nuclei, where non-myocyte populations typically exhibit lower baseline transcriptional activity compared to cardiomyocytes.

Vascular wall-to-lumen ratio showed negative enrichment for ribosomal and translational pathways. These included cytoplasmic translation (NES = –2.08, p_adj_ = 4.04 × 10^−4^), ribosome biogenesis (NES = –1.77, p_adj_ = 2.18 × 10^−3^), and rRNA metabolic process (NES = –1.70, p_adj_ = 1.74 × 10^−2^).

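The 79 ribosomal protein genes listed, of which 73 were tested, took 4.09% to 7.17% of the reads of a library in the 10 cats of known outcome. The mean was 5.59% ± 0.975 (SD, n = 10), with a 1.75-fold range. Flow cells overlapped, with 4.62% to 6.59% on A and 4.09% to 7.17% on the others. The wall-to-lumen ratio per cat was not used here, so its relation to these shares was not computed.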

Finally, age was negatively associated with cytoplasmic translation (NES = –2.47, p_adj_ = 7.11 × 10^−8^), protein folding (NES = –1.92, p_adj_ = 7.11 × 10^−8^), and nucleocytoplasmic transport (NES = –1.66, p_adj_ = 7.55 × 10^−6^), suggesting age-related downregulation of proteostasis and RNA handling pathways in myocardial tissue.

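In the 9 cats with an age, 3 gene families chosen by name stood in for these terms. For the 73 ribosomal protein genes, the mean rho with age was -0.443, against -0.0207 for all tested genes (difference -0.422, two-sided exact permutation p = 0.0893, adjusted p = 0.208 over the 7 family tests). A negative rho was found for 69 of them. The difference was -0.113 for 77 chaperone genes, 57 of them negative (exact permutation p = 0.203, adjusted p = 0.355). It was -0.114 for 44 transport genes, 29 of them negative (exact permutation p = 0.419, adjusted p = 0.586). Permuted within flow cells, the exact p was 0.0694, 0.149 and 0.372 in that order. Chaperone and transport genes took a larger share of the reads in each library of flow cell A than in any other library. The sign stayed negative for the 3 families under each alternative.
Of the scores per cat, that of the ribosomal protein genes fell with age by rank (rho = -0.700, exact permutation p = 0.0433, adjusted p = 0.173 over 4 families), with r = -0.474 (exact permutation p = 0.198). Without cats 30 and 15, r was -0.459, without cats 30 and 36 it was -0.168, and after centring on flow cells it was -0.584 (exact permutation p = 0.128). The chaperone score had r = -0.528 (exact permutation p = 0.140), rho = -0.533 (p = 0.148, adjusted p = 0.237), r = -0.361 and -0.731 without the same pairs of cats and r = -0.785 within flow cells (p = 0.0694). The transport score had r = -0.361 (exact permutation p = 0.357), rho = -0.367 (p = 0.336, adjusted p = 0.336), r = -0.485 and -0.615 without these pairs and r = -0.679 within flow cells (p = 0.132). When genes and not cats were permuted, the NES was -3.01 for ribosomal protein genes (gene permutation p = 7.9e-19), -1.46 for chaperones (p = 0.0236) and -1.42 for transport genes (p = 0.0527). From the negative NES of these processes in genes ranked by their correlation with age, the paper proposes that proteostasis and RNA handling decline with age in the myocardium.

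**Figure D3:**
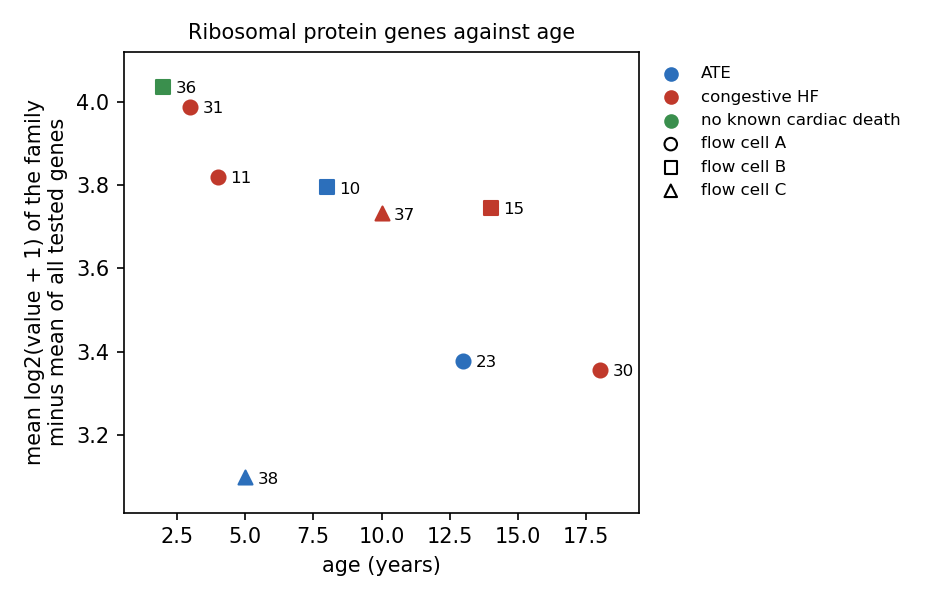
Score of the 73 ribosomal protein genes (mean log2(value + 1) minus that of all tested genes, y axis) against age (years, x axis). Each point is 1 of 9 cats, coloured by outcome and shaped by flow cell. Cat 36 had the highest score (4.04) and cat 38 the lowest (3.10).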

Supplemental qPCR analysis of left ventricular tissue from 21 cats (Data S1) confirmed a *MYH6*/*MYH7* ratio resembling that of human rather than murine myocardium, with significantly higher *MYH7* expression (Figure S3A). We also confirmed that *NPPA* expression was significantly higher in cats with a known cardiac death, with no difference between ATE and congestive HF subtypes (Figure S3B; Table S3).

### Fibrosis, vascular remodeling, and aging share reduced translational activity

To examine whether histologically correlated phenotypes also share transcriptomic signatures, we compared pathway overlap across the top 10 enriched gene sets per phenotype (Table S5). Nucleus shape and size phenotypes showed broad overlap in pathways related to RNA processing and protein homeostasis. Notably, longitudinal and transversal solidity, despite only a weak histological correlation (r = 0.15), both showed strong downregulation of proton-motive-force-driven mitochondrial ATP synthesis (NES = −2.74 and −2.52, respectively). Myocardial fibrosis, wall-to-lumen ratio, and age showed limited histologic correlation with one another, but all shared cytoplasmic translation among their top downregulated pathways, pointing to a common reduction in translational activity across these traits. 

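For myocardial fibrosis, the 73 ribosomal protein genes had a difference in mean rho of -0.108 from all tested genes in 8 cats, with 52 genes negative (two-sided exact permutation p = 0.720, adjusted p = 0.749 over the 7 family tests). Permuted within flow cells, the exact p was 0.576. The difference became 0.137 without cat 35 (exact permutation p = 0.660). Their score per cat had rho = -0.0714 with fibrosis (exact permutation p = 0.882, adjusted p = 0.882 over 3 families) and r = -0.115 (p = 0.789), which became 0.124 without cats 23 and 15 and -0.398 within flow cells (7 cats, p = 0.403).
Age and fibrosis were both known for 7 of the sequenced cats. Their correlation was r = 0.272 (exact permutation p = 0.528) and rho = 0.0357 (exact permutation p = 0.963), and r was 0.892 without cats 30 and 15 and 0.915 without cats 30 and 36. Centred on flow cells, which left 6 cats, r was 0.218 (exact permutation p = 0.694).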

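The 42 proteasome subunits tested had a difference in mean rho with age of -0.279 from all tested genes in 9 cats, and 38 of them had a negative rho (two-sided exact permutation p = 0.0641, adjusted p = 0.208 over the 7 family tests). Permuted within flow cells, the exact p was 0.135. With reads not scaled for library size, the difference was -0.253 and the exact permutation p was 0.00968. Their score per cat had r = -0.588 with age (exact permutation p = 0.100) and rho = -0.500 (exact permutation p = 0.178, adjusted p = 0.237 over 4 families). Without cats 30 and 15, r was -0.739, without cats 30 and 36 it was -0.207, and within flow cells it was -0.616 (exact permutation p = 0.215).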

Age and the number of small, hematoxylin-dense nuclei were inversely correlated histologically (r = −0.38) yet shared three downregulated pathways (RNA localization, mRNA processing, and proteasome-mediated ubiquitin-dependent protein catabolic process).

## Discussion

This explorative study applies quantitative histological and transcriptomic analyses to cats grouped by clinical outcome, combining AI-based tissue characterization with molecular profiling in a naturally occurring cohort. We quantified fibrosis and adipocyte percentage, vascular remodeling, nuclear morphology, and RNA expression.

The integration of AI-based quantification significantly enhanced the resolution and scalability of histological analyses. By employing a label-free, machine-learning-driven pipeline for fibrosis, vascular morphology, and nuclear segmentation, we achieved robust, reproducible data without the constraints of antibody-dependent methods. Such an approach is transferable across species, facilitating translational research without species-specific reagents or labels. Additionally, the high-resolution analysis, particularly at the level of nuclear morphology, allowed us to capture subtle yet potentially clinically relevant differences in cellular remodeling.

Cats presenting with ATE showed significantly increased myocardial fibrosis compared to those with congestive HF and controls, suggesting that ATE is associated with a distinct myocardial tissue profile rather than simply representing an advanced disease stage. These findings underscore the complexity and heterogeneity of feline cardiac diseases, highlighting a critical knowledge gap regarding the mechanisms underlying fibrosis-associated arrhythmic and thromboembolic complications. Similar patterns have been observed in human patients, where fibrosis correlates with increased arrhythmic and thromboembolic risk,^16^^,^^19^ yet the specific drivers of this variability remain poorly understood.

Myocardial fibrosis was effectively classified and quantified using a QuPath-based pixel classifier manually trained on a subset of the data, consistent with prior studies.^20^^,^^21^ Fibrosis levels varied widely among feline samples and were generally lower than those reported in human end-stage HCM,^22^ suggesting our cohort captures a broader spectrum of cardiac remodeling. Notably, fibrotic lesions were present even in hearts without diagnosed cardiac disease, possibly reflecting the high prevalence of subclinical HCM in cats.^5^ 

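The 59 subunits of the respiratory complexes and ATP synthase had a difference in mean rho with myocardial fibrosis of -0.106 from all tested genes in 8 cats, with 43 of them negative (two-sided exact permutation p = 0.749, adjusted p = 0.749 over the 7 family tests). It was 0.0374 with the total fibrosis percentage in place of the myocardial one (exact permutation p = 0.908) and 0.0876 without cat 23 (exact permutation p = 0.819). Their score per cat had rho = -0.0952 with fibrosis (exact permutation p = 0.840, adjusted p = 0.882 over 3 families) and r = -0.0114 (exact permutation p = 0.979). Without cats 23 and 15, r was -0.166, and within flow cells it was 0.260 in 7 cats (exact permutation p = 0.667). With genes permuted in place of cats, the NES was -1.74 (gene permutation p = 0.00155).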

Transcriptomic profiling revealed that greater myocardial fibrosis was associated with downregulation of genes related to energy production and electrical function. These findings align with human HCM, where fibrosis progression accompanies mitochondrial dysfunction and electrical instability.^23^

The anatomical distribution of fibrosis ranged widely, with prominent patches around the papillary muscles and subendocardial or epicardial regions. To improve specificity, we excluded fibrotic patches associated with anatomical structures like false tendons, which are commonly observed in feline and human hearts but lack clear clinical significance^24^^,^^25^

Cats with congestive HF without ATE showed significant nuclear hypertrophy, which is consistent with a cardiomyocyte response to stress, such as mechanical overload or impaired relaxation.^26^ Transcriptomic analysis linked larger nuclear areas to increased expression of protein turnover and endoplasmic-reticulum-stress-related genes, suggesting a broader adaptive cellular response. Increased nuclear size has been previously associated with enhanced transcriptional activity and chromatin remodeling in cardiomyocytes under mechanical and metabolic stress.^27^ In contrast, cats with ATE exhibited high fibrosis but not increased nuclear size, likely due to a higher proportion of smaller, non-myocyte nuclei. This interpretation was supported by a positive correlation between fibrosis and the number of small, hematoxylin-dense nuclei. In feline HCM, the interstitial compartment contains a heterogeneous non-myocyte population, including increased numbers of Iba1-positive macrophages and interstitial cells of fibroblastic or vascular phenotype, with CD34 expression also identified among interstitial cells.^10^^,^^11^ Given the diversity of non-myocyte cell types reported in feline HCM, immunohistochemical characterization will be needed to establish the cellular composition of this population in relation to clinical outcome.

Myocardial inflammation is an area of ongoing investigation in human HCM, particularly regarding its role in thromboembolic complications.^28^^,^^29^^,^^30^ In feline HCM, remodeling enzyme transcription has been found to be elevated across cases, while inflammatory marker expression was specifically increased in cats with ATE.^31^ Our finding of increased small, hematoxylin-dense nuclei in cats with ATE may reflect a similar expansion of the non-myocyte compartment, though the identity of these cells remains unresolved. The feline model provides an opportunity to further dissect these processes through immunohistochemical and spatial transcriptomic approaches.

Vascular remodeling, another critical aspect of HCM pathology in humans,^32^ showed trends toward increased vessel wall-to-lumen ratios in ATE cats, though differences were not significant after correction. Further exploration in larger cohorts may clarify this association.

Taken together, our findings demonstrate that critical pathological processes, including fibrosis, vascular remodeling, non-myocyte cell presence, and nuclear morphometry, can be integrated and spatially resolved using a high-throughput, label-free image analysis pipeline. This capability allowed us to characterize histological and molecular variation across multiple biological layers. This integrative approach offers valuable mechanistic insights relevant to thromboembolic complications in human cardiology and presents a powerful tool for future studies aiming to unravel complex pathological interactions and identify therapeutic targets in cardiomyopathies. In contrast to human septal myectomy samples and mouse models, which have key limitations, the domestic cat offers a spontaneous, accessible model for studying myocardial remodeling across a range of clinical severities. The availability of whole-heart tissue from naturally affected animals provides opportunities to investigate the timing and effectiveness of potential therapeutic interventions, such as anti-fibrotic or anti-inflammatory approaches.

### Limitations of the study

Our cohort was grouped by clinical outcome and reason of euthanasia rather than by a formal, multi-level HCM diagnosis incorporating clinical, gross pathological, and histopathological criteria. A full ante-mortem cardiological examination was not available in the emergency setting in which tissue was collected. Ante-mortem cardiac imaging was limited, and cardiomegaly was predominantly confirmed at gross pathological examination during necropsy, without standardized echocardiographic measurements or cardiac-to-bodyweight ratios. While HCM is the most common underlying cause of both ATE and cardiomegaly-associated HF in cats, other cardiac diseases may also be involved. Consequently, our cohort may cover a range of cardiac conditions rather than a single disease entity at different stages. Non-cardiac causes of congestive HF, such as hyperthyroidism or systemic hypertension, were not systematically excluded. The grouping by clinical endpoint (HF with or without ATE) emerged from the data during analysis rather than being imposed *a priori*.

Nuclear morphology was measured across all cell types, making it unclear whether observed changes reflect cardiomyocyte remodeling or increased fibroblasts or immune cells. Non-myocyte nuclei were classified by morphology alone, without immunohistochemical confirmation. While transcriptomic data revealed associations with morphological traits, the cross-sectional design precludes causal inference. Although our cohort of 37 cats is substantial for histology- and transcriptomics-based cardiac research in naturally occurring models, larger datasets would improve statistical power and allow more robust subgroup analyses, particularly for vascular parameters.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Frank van Steenbeek ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Transcriptome data have been deposited at NCBI Gene Expression Omnibus repository as GSE296746 and are publicly available as of the date of publication.
• All original code has been deposited at GitHub and is publicly available at https://github.com/CardiOmnics/feline-myocardial-remodeling-2026 as of the date of publication.
• Pixel classifier files (.json) and the custom Cellpose model have been deposited at Zenodo and is publicly available at https://doi.org/10.5281/zenodo.19085472 as of the date of publication. Any additional information required to reanalyze the data reported in this paper are available from the lead contact upon request.

## Acknowledgments

We acknowledge the Utrecht Sequencing Facility (USEQ) for providing sequencing service and data analysis. USEQ is subsidized by the University Medical Center Utrecht and the Netherlands X-omics Initiative (10.13039/501100003246NWO project 184.034.019). We would like to thank Ali Nassar, Karen Rowena Gaar-Humpreys, and Alysia Postma for their practical support in histology and Aryan Vink, Domenico Castigliego, and Erica Siera-de Koning (10.13039/100020950Department of Pathology, 10.13039/501100003761UMCU Utrecht) for assistance in obtaining full slide scans.

This work was supported by the 10.13039/100018890Dutch Cardiovascular Alliance (10.13039/100018890DCVA) grant (DOUBLE-DOSE no. 2020B005).

## Author contributions

Conceptualization, F.G.v.S. and M.H.; methodology, T.C.F.S.; investigation, T.C.F.S., A.H.H., B.J., C.J.B.S.B., and C.R.; writing – original draft, T.C.F.S. and A.H.H.; writing – review and editing, A.H.H., G.C.M.G., C.N.v.d.W., R.J.A.V., J.v.d.V., P.v.d.H., F.G.v.S., and M.H.; formal analysis, T.C.F.S. and B.J.; resources, A.H.H. and P.J.B.; supervision, F.G.v.S. and M.H.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used Claude (Anthropic) and ChatGPT (OpenAI) in order to improve clarity, conciseness, and readability of the text. After using this tool or service, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Biological samples**		

Feline myocardial tissue, formalin-fixed and paraffin-embedded (midventricular transversal slices)	Postmortem donation from client-owned cats, Utrecht University	N/A
Feline left ventricular free wall tissue for RNA isolation	Postmortem donation from client-owned cats, Utrecht University	N/A

**Chemicals, peptides, and recombinant proteins**		

Standard histology reagents (4% buffered formaldehyde, ethanol, paraffin, hematoxylin and eosin, and Masson’s trichrome components: Celestine Blue, Mayer’s hematoxylin, Biebrich Scarlet-Acid Fuchsin, Aniline Blue)	Routine histology service	Various suppliers
iQ SYBR Green Supermix	Bio-Rad	Cat. no. 1708880

**Critical commercial assays**		

RNeasy Mini Kit	Qiagen	Cat. no. 74104
iScript cDNA Synthesis Kit	Bio-Rad	Cat. no. 1708891
Direct RNA Sequencing Kit	Oxford Nanopore Technologies	SQK-RNA004
FLO-MIN106 R9.4.1 Flow Cell	Oxford Nanopore Technologies	FLO-MIN106

**Deposited data**		

Raw Oxford Nanopore direct RNA sequencing reads, *n* = 12 cats	This paper	NCBI Gene Expression Omnibus
Pixel classifier files (.json) and custom Cellpose model	This paper	Zenodo
Analysis code (QuPath Groovy scripts, R analysis scripts)	This paper	GitHub
Felis catus reference genome, assembly Felis_catus_9.0 (felCat9)	Ensembl	GCA_000181335.4

**Experimental models: Organisms/strains**		

Domestic cat (Felis catus), mixed breeds, postmortem	Client-owned, donated for research after decision to euthanize for clinical reasons unrelated to this study	N/A

**Oligonucleotides**		

qPCR primers for NPPA, MYH6, MYH7, DSG2, RPS5, HPRT1, YWHAZ (sequences and annealing temperatures listed in Table S2)	This paper	See Table S2

**Software and algorithms**		

QuPath (digital pathology platform, pixel classifiers, scripting)	Bankhead et al.^33^	v0.5.1; RRID:SCR_018257; https://qupath.github.io
Cellpose (custom-trained nuclei model, two rounds of human-in-the-loop refinement)	Pachitariu and Stringer^34^	v2.0; RRID:SCR_021716
Segment Anything Model (SAM), checkpoint vit_l, applied via the QuPath SAM plugin v0.4.0 [ref.^35^]	Kirillov et al.^36^	https://github.com/facebookresearch/segment-anything
R	R Foundation for Statistical Computing	v4.4.0 (RStudio build 2024.04.1+748)
Full list of R packages used in the analysis pipeline	Various	See GitHub repository
ONT MinKNOW Software	Oxford Nanopore Technologies	v22.10.6
Guppy basecaller	Oxford Nanopore Technologies	v6.3.9

**Other**		

NanoZoomer XR slide scanner, 20×	Hamamatsu Photonics	Instrument
GridION ×5 Mk1 sequencer (device ID GXB03452)	Oxford Nanopore Technologies	Instrument

### Experimental model and study participant details

#### Animal source and ethical oversight

Cardiac tissue was obtained postmortem from client-owned domestic cats whose owners provided informed consent for the donation of the cadaver for research purposes. The decision to euthanize each animal was made by the attending veterinarian together with the owner, based solely on the clinical condition and welfare of the animal, and was entirely independent of this study. No experimental procedures were carried out on live animals. Carcasses were stored at 4 °C for a maximum of 48 h prior to processing. Because no procedures were performed on live animals and euthanasia was decided on welfare grounds unrelated to this work, the study did not fall within the scope of the Dutch Animals Act, and no institutional ethics or Animal Welfare Body review was required.

#### Cohort composition and group assignment

The cohort is described in Table 1, including age, sex, breed, body condition and reason for euthanasia. Animals were grouped based on the cause of death documented at the time of euthanasia: arterial thromboembolism (ATE), congestive heart failure (HF), and a comparator group with no documented cardiac cause of death. Because more than 90% of feline ATE has a cardiogenic origin,^37^ both the ATE and congestive HF groups were considered to have a known cardiac cause of death. A transcriptomic subcohort of 12 cats was selected (cats 10, 11, 15, 16, 23, 25, 30, 31, 35, 36, 37, and 38) to span the range of clinical outcomes and histological fibrosis observed across the full cohort. Sex was recorded for 34 of 37 animals (males: 19, females: 15). The influence of sex on study outcomes was examined where data were available; no significant associations were identified.

### Method details

#### Tissue collection and processing

After euthanasia, midventricular transversal cardiac slices were fixed in 4% buffered formaldehyde, transferred to ethanol, and embedded in paraffin. Hematoxylin and eosin (HE) staining was performed on the Leica Autostainer XL. Masson’s trichrome staining was used to visualize fibrosis in cardiac tissue sections. Nuclei were stained with Celestine Blue followed by Mayer’s Hematoxylin. Cytoplasm and muscle were stained red with Biebrich Scarlet-Acid Fuchsin, and collagen fibers were stained blue using Aniline Blue. Tissue slides were scanned using a Nanozoomer XR (Hamamatsu, Hamamatsu City, Japan) at 20× magnification, from which digital images were captured.

#### Digital pathology workflow

##### Fibrosis quantification

Fibrosis was quantified using Masson’s trichrome-stained sections. Tissue sections were scanned in total, yielding a field of vision containing cardiac tissue and non-tissue background. Variability in staining intensity and color precluded reliable results from thresholding methods. Therefore, a pixel classification approach using QuPath^33^ version 0.5.1 was used to distinguish fibrous tissue from cardiomyocytes and background. A tissue thresholding step was implemented to separate tissue from the background, enhancing computational efficiency. The thresholding parameters were: very low resolution (14.7 μm/pixel), a smoothing sigma of 5, and a channel average threshold of 225 with a Gaussian prefilter. Tissue fragments smaller than 1 × 10^6^ μm^2^ were excluded from analysis. The pixel classifier for fibrosis quantification was trained using the Random Trees algorithm. Training samples were collected from five representative images, where fibrosis, cardiomyocytes, and background areas were manually annotated. Erythrocytes were categorized as background. The model operated at a resolution of 0.91 μm/pixel, utilizing RGB channels and features set to Gaussian and weighted deviation. Fibrosis percentage was calculated as the ratio of fibrosis area to the sum of fibrosis and cardiomyocyte areas. Occasionally, areas such as papillary muscles and tendinous structures contained large regions of connective tissue, potentially skewing the data. Therefore, these areas were excluded through an additional automatic filtering step. Both endocardial connective tissue and epicardial fibrosis were filtered out to separate myocardial fibrosis. This was achieved by running a custom script in QuPath to automatically select a 700 μm region inward from the tissue border. Within these selected regions, a fibrosis classification model operating at a resolution of 3.6 μm/pixel, using RGB channels and Gaussian features, was applied to identify objects larger than 4,000 μm^2^. After the model application, selected areas were manually reviewed and adjusted when necessary. These excluded regions were omitted from subsequent fibrosis quantification following the above-mentioned procedure.

##### Adipocyte area quantification

Percentage of surface area of fat tissue was determined in HE-stained sections. A training set was established by annotating adipocytes, cardiomyocytes, and background in 10 representative images. The Random Trees algorithm was used to train the classifier at a low resolution of 7.25 μm/pixel, employing RGB channels and features including Gaussian, Laplacian of Gaussian, weighted deviation, gradient magnitude, and structure tensor coherence. A subset of slides (cats 10, 15, 23, 25, 30, and 36) were processed in a second staining and scanning batch, which caused noticeable differences in staining intensity. For these samples, seven additional training areas were manually annotated, and a new classification model was trained using identical parameters. Due to the low resolution required to differentiate adipocytes from tissue tears and blood vessels, a separate high-resolution tissue thresholding model (0.91 μm/pixel) was employed to calculate total tissue area for percentage calculations. Percentage of adipose tissue was computed as the ratio of adipocyte area to the sum of adipocyte and cardiomyocyte areas.

##### Adipocyte size analysis

Adipocyte size was analyzed using a modified version of a previously described method by making a pixel classifier for adipocyte membranes.^38^ This analysis focused on identifying individual adipocytes with high certainty. A new classification model, more sensitive than the quantification model but prone to false positives (e.g., tissue tears), was developed to isolate regions with dense adipocyte populations. Objects larger than 10,000 μm^2^ were retained, and holes smaller than 3,000 μm^2^ were filled. To identify individual adipocytes, a high-resolution pixel classifier was developed to detect adipocyte membranes. The classifier operated at a resolution of 0.45 μm/pixel, utilizing Gaussian features exclusively. Detected objects were filtered using a minimum size threshold of 70 μm^2^, and holes smaller than 30 μm^2^ were filled to ensure an accurate representation of adipocyte structures. For each detected object, morphological parameters including size, circularity, solidity, maximum diameter, and minimum diameter were calculated. However, initial detections included non-adipocyte structures, necessitating an additional filtering step. To enhance specificity, we plotted circularity against size for all detected objects. This allowed visual identification of distinct subpopulations, representing likely adipocytes versus artifacts. Thresholds were then manually set based on clear visual separation observed in this plot (illustrated in Figure S2C), selecting only objects consistent with adipocyte morphology. The accuracy of this refined subset was subsequently validated through visual inspection. This filtered dataset was then utilized for adipocyte size measurements.

##### Vessel segmentation

Vessel object segmentation was performed using the Segment Anything Model (SAM) developed by Meta.^36^ SAM utilizes prompt-based techniques, such as bounding boxes or clicks, to generate object masks, relying on deep learning principles and extensive pretraining to generalize across diverse image types. For this analysis, the SAM model vit_l (large) was applied. For integration with QuPath, the SAM plugin v0.4.0 was used to facilitate segmentation workflows.^35^ The plugin enables local execution, thereby enabling sensitive image analysis tasks. The analysis focused on transversely cut arterioles located in the middle third of the left ventricle and septum. To segment these vessels, bounding boxes were manually drawn around their inner and outer boundaries. The SAM-generated masks were then reviewed for accuracy, and erroneous segmentations were removed. Notably, no manual drawing was used for vessel outlines, ensuring consistency and reliance on the SAM-generated segmentation. Only transversally cut vessels that were correctly segmented (lumen and tunica intima + tunica media) were included in the study. For larger vessels with a visible tunica adventitia, only its dense connective tissue portion was segmented, while the surrounding loose connective tissue was excluded. Due to variability in the number of transversally cut arterioles per image, the number of segmented vessels varied across samples. Vessel characteristics were derived from segmented images by calculating diameters based on the vessel areas. The Outer Diameter (OD) and Lumen Diameter (LD) were computed as the equivalent diameters of circles with the same area, using the formula: $2\times \sqrt{area/\pi }$

From these diameters, additional vessel metrics were calculated:

• Wall Thickness (WT): (*OD*-*LD*)/2
• Wall-to-Lumen Ratio (WLR): (*OD*-*LD*)/*LD*
• Wall Cross-Sectional Area (WCSA): *π*/4×(*OD*^2^-*LD*^2^)

##### Nucleus segmentation and small non-myocyte nucleus identification

To segment cardiomyocyte nuclei, we trained a custom Cellpose model within QuPath version 0.5.1, using a pretrained nuclei model as a starting point. Training was conducted in two rounds using a human-in-the-loop approach, refining the model based on manual corrections.^34^ In the first round, nine diverse regions from different HE scanned slides were selected, ensuring a collection of longitudinal and transversal nuclei. Within each region, nuclei in two 10,000 μm^2^ rectangular areas were annotated using a combination of manual labeling and watershed segmentation. This resulted in a training set of 304 nuclei, split equally into training and validation sets.

The second training round incorporated model predictions from nine new areas, where corrections were made to refine accuracy, particularly in dense or variably stained regions. Segmentation results were evaluated using Intersection over Union (IoU), precision, accuracy, F1-score, and Panoptic Quality, with a mean IoU of 0.75 (±0.07 SD) and precision of 0.98 (±0.04 SD), indicating reliable performance (Table S1). The final model was then applied to six longitudinal and six transversal regions (250,000 μm^2^ each) in different areas of the left ventricle and septum. For each detected nucleus, area, perimeter, minimum diameter, and maximum diameter were extracted for downstream analysis.

Additionally, we identified a population of ‘small, hematoxylin-dense nuclei’ in the longitudinal sections as a surrogate for non-myocyte cell infiltration. To account for inter-sample variability in hematoxylin staining intensity, a dynamic threshold was computed per section by selecting the top 50% of nuclei with the highest median hematoxylin signal. Nuclei meeting this criterion were further filtered based on size (<35 μm^2^). These thresholds were based on empirical inspection of nuclei with non-myocyte morphology. The resulting population was visually validated in several cases to confirm the exclusion of larger cardiomyocyte nuclei.

#### Reverse transcription quantitative PCR (RT-qPCR)

Total RNA was isolated from left ventricular free wall tissue using the RNeasy Mini Kit (Qiagen, Venlo, The Netherlands) including on-column DNase treatment. Complementary DNA was synthesized with the iScript cDNA Synthesis Kit (Bio-Rad, Veenendaal, The Netherlands) following the manufacturer’s instructions. Reactions were prepared using SYBR Green Supermix (Bio-Rad) and run on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). RPS5, HPRT-1, and YWHAZ were used as reference genes for normalization. All primer sequences with their annealing temperatures can be found in Table S2. qPCR was performed with a two-step gradient protocol optimized for each primer set, ensuring specific amplification. No-template controls (NTCs) were included to detect contamination, and a standard dilution series was used to confirm linear amplification efficiency for each primer pair. To validate product identity, qPCR products were sequenced using the ABI 3500 XL Genetic Analyzer (Applied Biosystems, Carlsbad, CA, USA) and aligned to the feline reference genome to ensure the correct genes were amplified. The relative expression levels of NPPA, MYH6, MYH7, and DSG2 were normalized using the reference genes and calculated using the 2^−ΔΔCT^ method.

#### Bulk Oxford Nanopore direct RNA sequencing

Bulk direct RNA sequencing was performed on the subcohort of 12 cats. Total RNA was isolated from left ventricular free wall tissue immediately adjacent to and above the midventricular histological section using the RNeasy Mini Kit (Qiagen) and stored at −80 °C. RNA quality control was performed by the Utrecht Sequencing Facility (USEQ). After the mRNA selection, libraries were prepared using the Direct RNA sequencing kit (SQK-RNA002, Oxford Nanopore), which enables RNA molecules to be sequenced directly and preserve base modifications. Multiplexing was enabled using four barcodes (barcode 1: GGCTTCTTCTTGCTCTTAGG, barcode 2: GTGATTCTCGTCTTTCTGCG, barcode 3: GTACTTTTCTCTTTGCGCGG, barcode 4: GGTCTTCGCTCGGTCTTATT). The adapters were added according to the manufacturer’s instructions. The libraries were sequenced on FLO-MIN106 flow cells, and for the first run, the GridION sequencing device was used with the ONT MinKNOW Software.

Sequencing reads in the fastq format were mapped against the felCat9 genome (Ensembl sourced), and bam files were split per barcode at the USEQ. All HDF5 files from the GridION platform were base-called using Guppy (v6.3.9), the proprietary software distributed by Oxford Nanopore. The samples were sequenced using the GridION X5 Mk1 (GXB03452). The full run duration lasted a total of 72 h, with an estimated number of bases of 688.6 Mb and a total reads generated of 910.87 k for the GridION. Furthermore, the bases were called on a minimum Q score of >7. All data were single-end reads. The reads of the data were added to the online Galaxy data analysis platform history. This was done by uploading the datasets in their respective formats and extracting the reads with the FASTQ-Groomer tool. The reads first required pre-processing, which was done using the fastP tool. The quality of the original reads was checked with fastQC, and subsequently, based on the results, the reads were filtered on a Phred score of >7 in BAM format, which was then used for further analysis.

The obtained files were referenced using Minimap2, a versatile sequence alignment program for a large reference database, due to the presence of Nanopore long reads. Minimap2 was used with the parameters set by using a genome from history and build index, selected with no preset options. All other parameters were left to their default state, as implied by the Galaxy tool. The BAM files obtained from USEQ were compared against the newly mapped files of Minimap2, before being followed up by FeatureCounts, a read summarization program suitable for counting reads. The files were compared with differences of Phred score >7 and Phred score >15, where the differences were annotated to set up a quality report regarding the obtained files. For further analysis, a Phred score of >7 was chosen due to the reference to other analyses.

A total of 25.4 million reads were mapped, accounting for 95% of the produced reads. Enrichment analysis revealed that the average read length was 1,200 bp, with the longest read exceeding 4,800 bp, highlighting the platform’s capability to capture full-length transcripts.

#### Gene ontology enrichment analysis

Nanopore sequencing data files processed with FeatureCounts were merged into a single dataset to create gene expression count tables. Phenotypic data were matched to the count data by sample identifiers for downstream analysis. Spearman’s correlations were calculated between gene expression and a chosen phenotype. Genes were ranked based on the strength of their correlation, and enrichment analysis was performed using Gene Set Enrichment Analysis to identify significantly associated GO terms (Biological Process) (*p* ≤ 0.05).^39^ Redundant GO terms were removed using the simplify function using the Wang method with a cutoff of 0.5. Top enriched terms were sorted on adjusted *p*-value and visualized as bar plots of normalized enrichment scores (NES) to highlight important biological processes.

### Quantification and statistical analysis

#### Statistical software and general approach

All statistical analyses were performed in R under RStudio build 2024.04.1+748. Continuous variables were summarized as mean and standard deviation when normally distributed and as median and interquartile range when not. Normality was assessed with the Shapiro-Wilk test. Two-group comparisons of continuous variables used Student’s *t* test for normally distributed data and the Wilcoxon Rank-Sum test otherwise. Categorical variables were compared with Fisher’s exact test due to small per-group sample sizes. Statistical significance was defined as *p* < 0.05 for unadjusted comparisons and adjusted *p* < 0.05 where Benjamini-Hochberg correction was applied. Correlations between continuous variables were computed using Pearson’s coefficient for normally distributed pairs and Spearman’s rank coefficient otherwise.

#### Mixed-model analysis of nuclear and vascular morphology

Nuclear morphology parameters (area, eccentricity, and solidity) were analyzed using linear mixed models with disease group as a fixed effect and cat identifier as a random intercept. The model family was selected by the Akaike information criterion (AIC), which is reported in Table S3. Pairwise contrasts were obtained with the emmeans package and adjusted for multiple testing with the Benjamini-Hochberg method.

Vessel parameters were compared across disease groups within each size class (small: <100 μm, medium: 100–250 μm, large >250 μm) using Kruskal-Wallis tests. Where the global test was significant, pairwise comparisons were performed using log-Gaussian mixed models with Benjamini-Hochberg adjustment.

#### Sample size and blinding

Sample size was defined by the available cohort. Slides were analyzed in QuPath under coded identifiers, blinding the operator to group assignment throughout image analysis. No data points were excluded on the basis of their results.

# Supplementary material for: Phenotypic patterns in feline heart failure: A natural model for understanding variable disease severity in humans
**Source:** iScience. 2026 Jul 10;29(8):116685. doi: 10.1016/j.isci.2026.116685
**Supplement:** Document S1. Figures S1–S3, Data S1, and Tables S1 and S2

## **Supplemental information**

**Phenotypic patterns in feline heart failure:**

**A natural model for understanding**

**variable disease severity in humans**

**Talitha C.F. Spanjersberg, Alma H. Hulsman, Guy C.M. Grinwis, Babette Janssen, C. Nina van der Wilt, Rogier J.A. Veltrop, Christian J.B. Snijders Blok, Claudia Rozendom, Paul J. Besseling, Jolanda van der Velden, Pim van der Harst, Magdalena Harakalova, and Frank G. van Steenbeek**

## **SUPPLEMENTAL FIGURES**

**A Fibrosis quantification: Human scores vs pixel classifier**

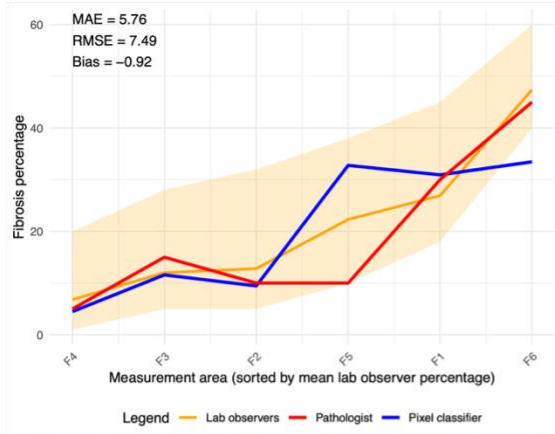

**B Adipocyte quantification: Human scores vs pixel classifier**

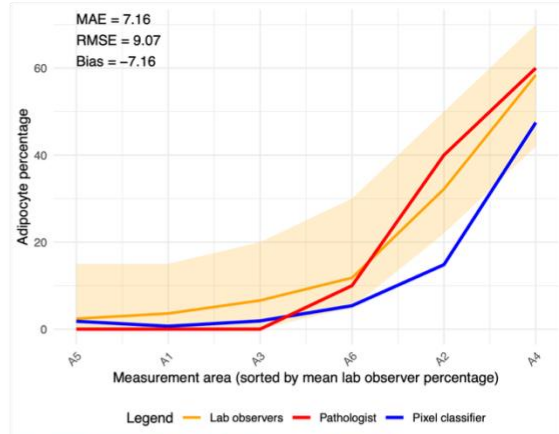

**C**

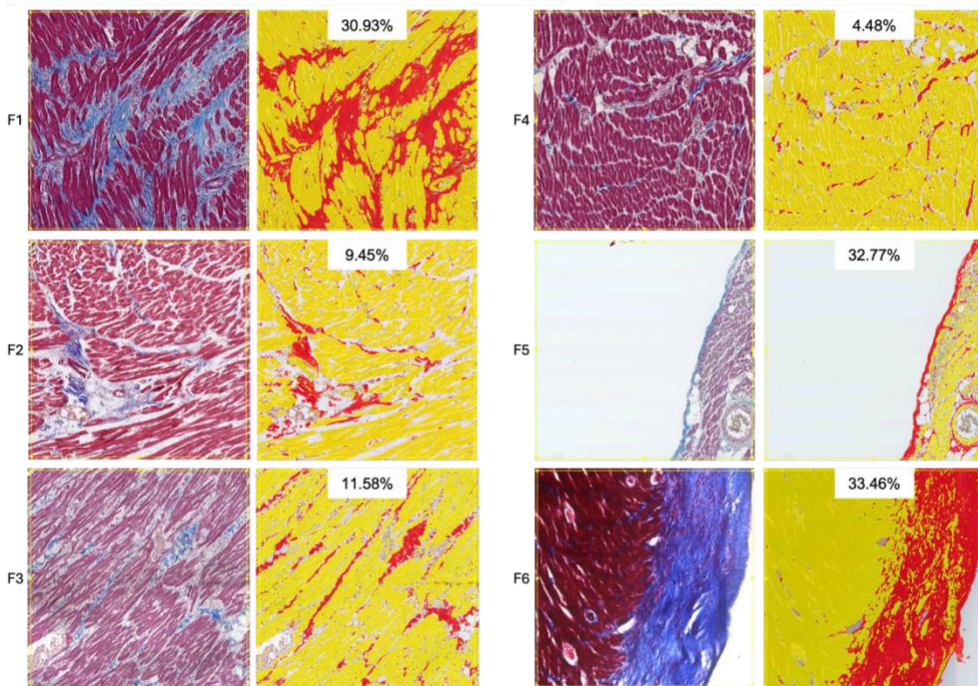

**D**

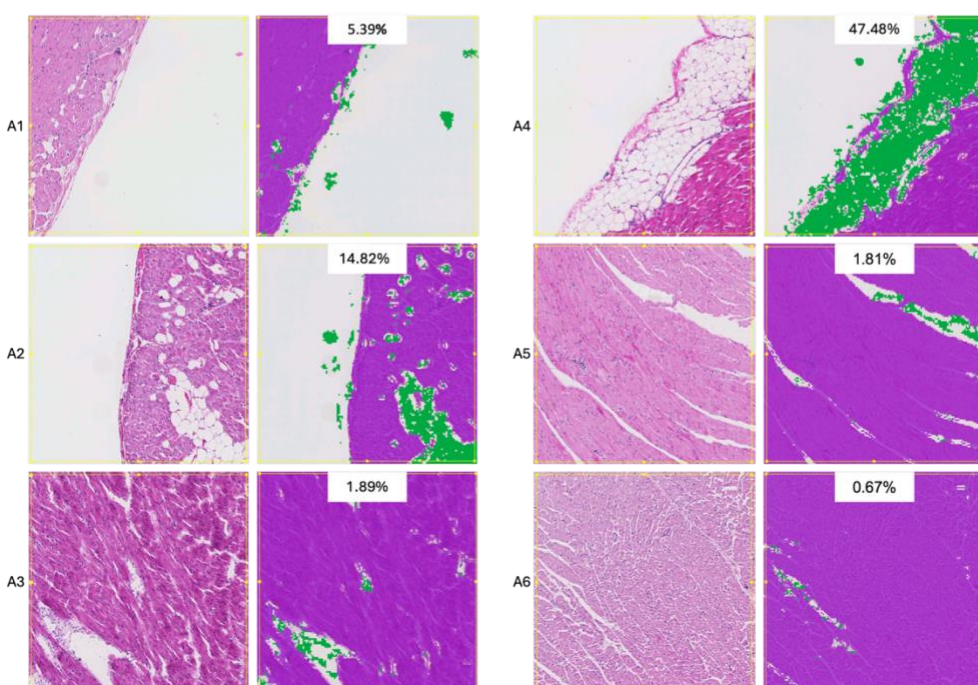

**Figure S1: Validation of pixel classifier for fibrosis and adipocyte quantification**

**(A)** Fibrosis quantification: Human scores vs pixel classifier. Line plot comparing fibrosis percentages quantified by lab observers (orange), a pathologist (red), and the pixel classifier (blue) for six measurement areas, sorted by increasing fibrosis percentage. The shaded area represents the range of human scores. The fibrosis classifier showed good agreement with human scoring, with a mean absolute error (MAE) of 5.76%, a root mean square error (RMSE) of 7.49%, and a small negative bias of -0.92%.

**(B)** Adipocyte quantification: Human scores vs pixel classifier. Line plot comparing adipocyte percentages determined by human scoring (orange) and the pixel classifier (blue) for six measurement areas, sorted by increasing adipocyte percentage. The shaded area represents the range of human scores. The adipocyte classifier captured the relative differences in adipocyte content across regions, with an MAE of 7.16% and an RMSE of 9.07%, and showed a negative bias of -7.16%, indicating lower estimates than the mean lab observer score.

**(C)** Randomly selected areas used for fibrosis validation. Percentages reflect the measurement of the pixel classifier. **(D)** Randomly selected areas used for adipocyte validation. Percentages reflect the measurement of the pixel classifier.

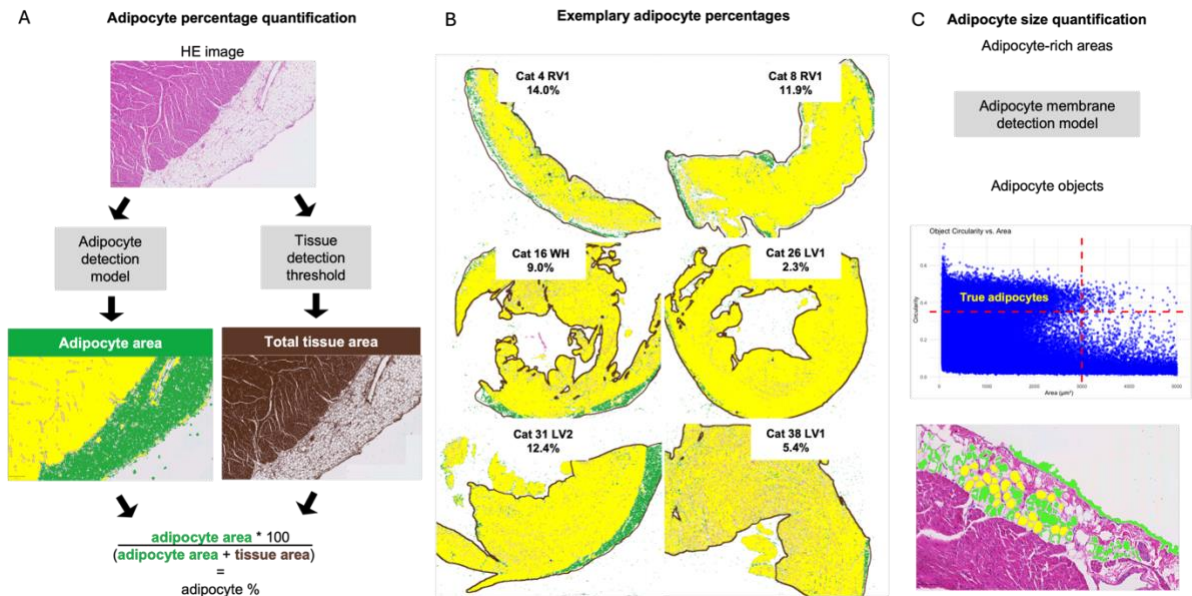

**Figure S2: Adipocyte quantification**

**(A)** Adipocyte percentage quantification. An HE-stained image (top) is processed using an adipocyte detection model (left) to identify adipocyte areas (green) and a tissue detection threshold (right) to determine the total tissue area (brown). Adipocyte percentage is calculated using these values. **(B)** Exemplary adipocyte percentages. Representative examples of cardiac sections from different cats with varying adipocyte percentages. The detected adipocyte areas (green) are overlaid on the myocardial tissue (yellow). **(C)** Adipocyte size quantification. Adipocyte-rich areas are analyzed using an adipocyte membrane detection model to identify individual adipocyte objects. Features such as area and circularity are calculated for each object. The scatter plot (top) distinguishes true adipocytes from rejected objects using strict filtering thresholds. The bottom panel shows a visual example where rejected objects and true adipocytes are overlaid on the histological image.

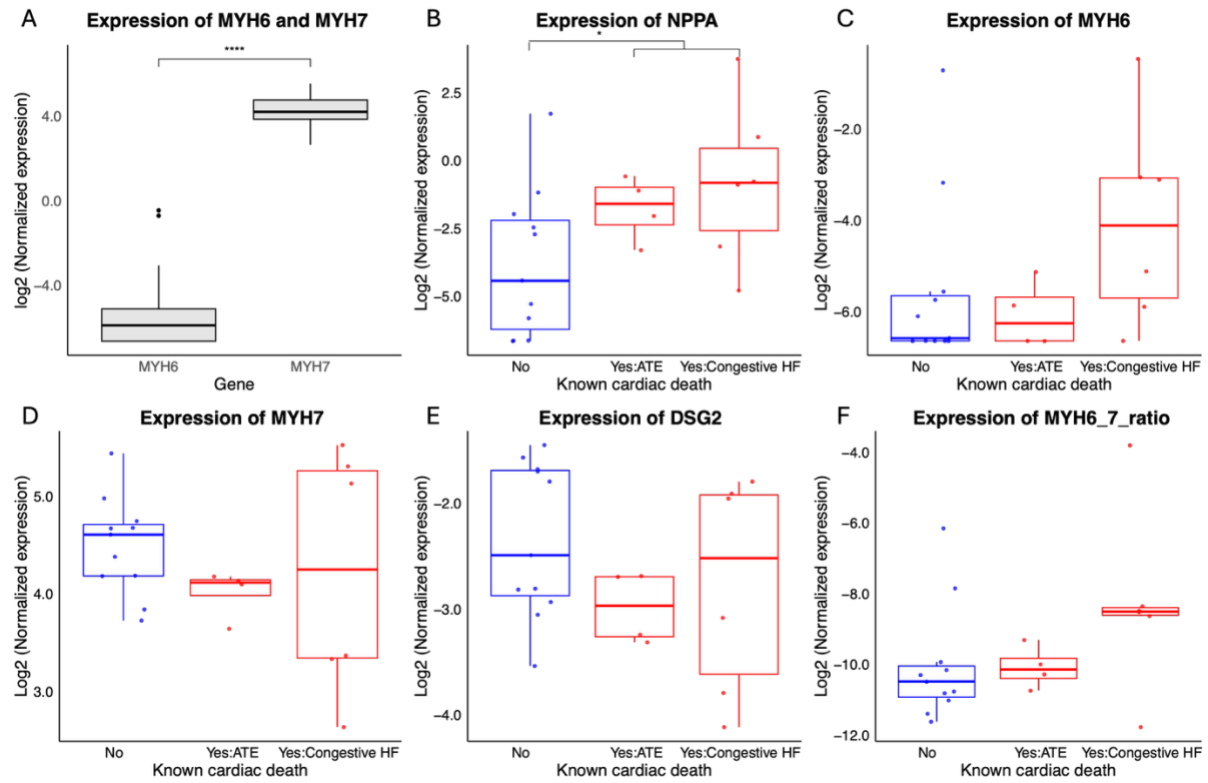

**Figure S3: Gene expression analysis using qPCR.** This figure presents the log2 normalized expression of selected genes in ventricular samples of 21 cats. *MYH7* shows significantly higher expression compared to *MYH6* (\*\*\*\* p<0.0001) in all samples. *NPPA* expression is significantly higher in cats with known cardiac death (\* p<0.05). The expression of *MYH6*, *MYH7*, *DSG2*, and the ratio of *MYH6:MYH7* did not significantly change in association with known cardiac death or between the outcome groups.

## DATA S1: Adipocyte quantification and qPCR for molecular markers

### Adipocyte quantification

At higher resolutions, the model for quantifying adipocytes frequently misclassified artifacts such as tissue tears and vessel lumens as adipose tissue. To enhance accuracy, we adjusted the classifier to operate at a lower resolution, which minimized misclassifications and improved the reliability of our results (**Figure S2A**). The model achieved a MAE of 7.16% and a RMSE of 9.07% compared to the human mean. While these error metrics were slightly higher than the average variability among human observers (MAE: 5.46%, RMSE: 6.37%), the pixel classification model consistently estimated lower adipocyte percentages across regions (**Figure S1B**). The consistent tendency toward lower scores suggests model stability, though further validation is needed to assess accuracy. Statistical analysis showed no significant difference between the pixel classification predictions and human scores (Mann-Whitney U;  $p=4.41 \times 10^{-1}$ ), indicating general alignment with human evaluations despite the systematic bias toward lower scores.

Adipocytes were predominantly located in the epicardial region and occasionally in the endocardial area (**Figure S2B**). Infiltration of adipocytes into the myocardium was mainly observed in the right ventricle. Adipocyte surface percentage was significantly higher in the right ventricle compared to the rest of the heart (median 7.66% vs. 4.35%; WSRT;  $p=1.02 \times 10^{-7}$ ;  $n=30$ ). Across the entire cohort, the adipocyte surface percentage ranged from 2.11-12.01% with a mean of 5.22%. No significant difference in adipocyte percentage was found between cats in the different outcome groups (**Table S3**). To quantify adipocyte size, we adapted a previously published method (**Figure S2C**)<sup>35</sup>. Due to tissue tears and disruptions in adipocyte membranes, many detected objects were erroneously identified as adipocytes. Therefore, we plotted object size against circularity and observed a distinct cluster of round objects within the expected size range for adipocytes. By applying strict filtering criteria based on size and circularity, we selected only those objects that could be confidently classified as adipocytes. After visual inspection, adipocyte size measurements from cats with very low adipocyte percentages (<3%) were found to be unreliable due to artifacts such as fragmented cells and staining inconsistencies. Consequently, these data were excluded from the analysis, resulting in a final sample size of 29 cats for adipocyte size quantification. No significant difference in adipocyte size was found between cats in the different outcome groups (**Table S3**).

Age exhibited a strong negative correlation with mean adipocyte size ( $r = -0.65$ , Pearson;  $p_{\text{adj}} = 6.22 \times 10^{-3}$ ), suggesting smaller adipocytes in older cats. Body condition score showed a strong positive correlation with adipocyte size ( $r = 0.52$ , Spearman;  $p_{\text{adj}} = 7.62 \times 10^{-2}$ ), suggesting that animals with higher body condition scores tend to have larger adipocytes. However, adipocyte percentage was not significantly correlated with body condition ( $r = 0.043$ , Spearman;  $p_{\text{adj}} = 9.25 \times 10^{-1}$ ) (**Table S4**). Adipocyte size was also strongly correlated with nuclear eccentricity in longitudinal sections ( $r = 0.51$ , Pearson;  $p_{\text{adj}} = 3.50 \times 10^{-2}$ ). Adipocyte percentage showed a significant negative correlation with nucleus size in both the transversal ( $r = -0.57$ , Spearman;  $p_{\text{adj}} = 6.22 \times 10^{-3}$ ) and longitudinal ( $r = -0.49$ , Spearman;  $p_{\text{adj}} = 2.53 \times 10^{-2}$ ) sections.

### qPCR for molecular markers

To investigate the expression of key genes involved in heart failure, we performed RT-qPCR analyses of *MYH6*, *MYH7*, *DSG2*, and *NPPA* on left ventricular samples from 21 cats. The mean normalized log2 expression levels were  $-5.23 \pm 3.81$  for *MYH6* and  $4.32 \pm 0.56$  for *MYH7*, demonstrating a significantly higher expression of *MYH7* compared to *MYH6* (paired t-Test,  $p=9.14 \times 10^{-16}$ ; CI: 8.71-10.42;  $n=21$ , **Figure S3**). When comparing gene expression between cats with a known cardiac death and those without, *NPPA* expression was significantly higher in the cardiac death group ( $-1.21$  vs.  $-3.83$ ; independent t-Test,  $p=3.12 \times 10^{-2}$ ; CI:  $-4.97$  to  $-0.26$ ;  $n=21$ ). In contrast, no significant differences were observed in the expression levels of *MYH6*, *MYH7*, or *DSG2* between the two groups or three groups nor between the expression levels of *MYH6*, *MYH7*, *DSG2*, or *NPPA* and the percentage of myocardial fibrosis (**Table S3**).

### References:

35. Palomäki, V.A., Koivukangas, V., Meriläinen, S., Lehenkari, P., and Karttunen, T.J. (2022). A Straightforward Method for Adipocyte Size and Count Analysis Using Open-source Software QuPath. *Adipocyte* 11, 99–107.

**Table S1: Segmentation performance metrics for the Cellpose nucleus segmentation model, related to STAR Methods.**

Performance metrics of the final Cellpose segmentation model after two training rounds, including Intersection over Union (IoU), precision, recall, accuracy, F1-score, and Panoptic Quality. Abbreviations: n\_true: Ground truth nuclei count; n\_pred: Predicted nuclei count; mean\_matched\_score: Mean IoU of matched true positives; mean\_true\_score: Mean IoU of matched true positives, normalized by the total number of ground truth objects; panoptic\_quality: Segmentation and classification performance.

| Region | Prediction v. GT Intersection over Union | false positive | true positive | false negative | precision  | recall     | accuracy   | f1 score   | n_true | n_pred | mean_true_score | mean_matched_score | panoptic_quality |
|--------|------------------------------------------|----------------|---------------|----------------|------------|------------|------------|------------|--------|--------|-----------------|--------------------|------------------|
| 1      | 0.736194947                              | 0              | 14            | 3              | 1          | 0.82352941 | 0.82352941 | 0.90322581 | 17     | 14     | 0.64524332      | 0.783509746        | 0.707686222      |
| 2      | 0.707427233                              | 0              | 16            | 3              | 1          | 0.84210526 | 0.84210526 | 0.91428571 | 19     | 16     | 0.681047463     | 0.808743863        | 0.73942296       |
| 3      | 0.76427379                               | 2              | 14            | 6              | 0.875      | 0.7        | 0.63636364 | 0.77777778 | 20     | 16     | 0.602136779     | 0.860195399        | 0.669040866      |
| 4      | 0.816474343                              | 0              | 16            | 2              | 1          | 0.88888889 | 0.88888889 | 0.94117647 | 18     | 16     | 0.728346732     | 0.819390074        | 0.771190658      |
| 5      | 0.806163828                              | 0              | 5             | 1              | 1          | 0.83333333 | 0.83333333 | 0.90909091 | 6      | 5      | 0.750108508     | 0.90013021         | 0.818300191      |
| 6      | 0.849552724                              | 0              | 13            | 1              | 1          | 0.92857143 | 0.92857143 | 0.96296296 | 14     | 13     | 0.784209324     | 0.844533119        | 0.813254114      |
| 7      | 0.642824181                              | 0              | 19            | 8              | 1          | 0.7037037  | 0.7037037  | 0.82608696 | 27     | 19     | 0.550964193     | 0.782949117        | 0.646784053      |
| 8      | 0.680661754                              | 0              | 12            | 2              | 1          | 0.85714286 | 0.85714286 | 0.92307692 | 14     | 12     | 0.700078286     | 0.816758           | 0.753930462      |
| 9      | 0.762009213                              | 1              | 30            | 11             | 0.96774194 | 0.73170732 | 0.71428571 | 0.83333333 | 41     | 31     | 0.598993502     | 0.818624453        | 0.682187044      |

**Table S2: Forward and reverse primer sequences and annealing temperatures for RT-qPCR, related to STAR Methods.**

Sequences of forward and reverse primers used for gene amplification, with their corresponding annealing temperatures (Temp, °C).  
Abbreviations: NPPA: natriuretic peptide A; MYH6: myosin heavy chain 6; MYH7: myosin heavy chain 7; DSG2: desmoglein 2; RPS5: ribosomal Protein S5; HPRT-1: hypoxanthine phosphoribosyltransferase 1; YWHAZ: tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein zeta.

| Gene   | Forward Primer (5'-3')            | Reverse Primer (5'-3')          | Temp (°C)      |
|--------|-----------------------------------|---------------------------------|----------------|
| NPPA   | TTC CTC CTC TTC CTG GCG T         | GGG CAC GAC TTC ATC TTC TAA AGG | 58.8 65        |
| MYH6   | AAT GAC AAC TCC TCC CGC T         | ATC ACC CGA GAC TTC TCC AG      | 61.1           |
| MYH7   | GCT GAT CAC CAA CAA CCC           | TCC TCT GAA GTG AAG CCC         | 61.1 59.8 64.6 |
| DSG2   | CTT TGT TGG GTC TGT TGA AGA G     | TAG AAC ACC GGA GGA TAA GCA     | 64.6 62.7      |
| RPS5   | CAG GTC TTG GTG AAT GCG           | CCA GAT GGC CTG ATT CAC         | 55-63          |
| HPRT-1 | TTA TGG ACA GGA CCG AGC           | GTC AGC AAA GAA TTT ATA GCC C   | 60             |
| YWHAZ  | GAA GAG TCC TAC AAA GAC AGC ACG C | AAT TTT CCC CTC CTT CTC CTG C   | 65             |

How the deposited data were processed for this re-analysis (not part of the article)

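Left ventricular free wall RNA of 12 cats was sequenced directly on Oxford Nanopore flow cells, with 1 library per cat and 4 libraries on each of 3 flow cells. Of these, 6 libraries were from cats with congestive HF, 3 from cats with ATE and 1 from a cat without known cardiac death. For 2 libraries, labelled as cats 22 and 29, the labels and the paper's list of sequenced cats differ, and they were left out of the comparisons of traits and outcomes, apart from named alternatives. They entered the comparisons of flow cells. Age and fibrosis were taken from the paper's Table 1. Nuclear and vascular measurements per cat were not used here, so correlations with these traits were not computed, and for them only the expression of the genes concerned is given.

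The signal values that the authors deposited are reads per gene divided by a size factor for each library. The authors called bases with Guppy, filtered reads on quality, mapped them with Minimap2 to felCat9 and counted them with FeatureCounts. The paper's text does not name the division. It was recognised because all values of a library (100%) are whole multiples of the value of 1 read, and because the recomputed median-of-ratios size factors differed from the deposited ones by a relative 2.89e-15 at most. The design of the tests had assumed undivided counts. Because the values are not counts, Spearman's rho was computed on the deposited values in place of TMM-scaled log2 CPM. limma on log2(value + 1) took the place of edgeR's quasi-likelihood test. edgeR's test was run on the whole reads that were recovered from the values, as an alternative chosen after seeing the data. It called 0 genes for fibrosis, 0 for age, 0 between congestive HF and ATE and 435 between flow cell A and the others, against 0, 0, 0 and 446 with limma.

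Genes with at least 10 reads in at least 3 of the 10 libraries of known outcome were tested, which left 8715 of the 30785 genes listed. Spearman's rho was computed between deposited values and each trait, with a two-sided exact permutation of the trait over the 8 cats with a myocardial fibrosis percentage or the 9 cats with an age, and with 100000 random permutations where 10 or more cats entered. Adjusted p-values are Benjamini-Hochberg values. limma's moderated test with an intensity trend was used for slopes on the traits and for groups. Gene families were defined by symbol and stood in for Gene Ontology terms. Their statistic is the mean rho of the members minus the mean rho of all tested genes, tested by permuting cats. Preranked fgsea and cameraPR (inter-gene correlation 0.01), which treat genes as the units, were run beside it. A score per cat is the mean log2(value + 1) of a family minus the mean of all tested genes. Correlations with a score are given again without the 2 cats farthest from the median of the trait (for age in 2 ways, since cats 15 and 36 are equally far) and after each flow cell was centred on its mean.

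The genes named are those that the paper names in its transcriptome and qPCR results, and for each model up to 3 genes in each direction with the smallest adjusted p under 0.05. Other genes are named as members of a family, or singled out after their values were seen, which is then stated. One gene of the qPCR set was not analysed here. The sample mapping, the families, the rule for named genes and the alternatives that are not described as added later were fixed before the data were examined. The tests were also fixed then, except that deposited values and limma replaced TMM-scaled log2 CPM and edgeR. The alternatives were reads without scaling, size factors of the cats in the fit, other filters on reads, Pearson's r, total fibrosis, DESeq2, flow cell as a covariate, each cat left out in turn, and the 2 libraries of unknown outcome entered as cats 22 and 29 or as cats 16 and 25 in either order. The replaced tests, TMM-scaled log2 CPM and edgeR, were run later on the recovered reads, as alternatives. Pseudocounts of 0.5 and 2 and the alternatives for the comparison of flow cells were added later.

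The depth ranged from 789257 to 2263110 reads on genes per library. Counting error gives a gene with few reads a wide spread, and its size was computed from the number of reads. With 1 library per cat, other differences between libraries or tissue pieces cannot be separated from differences between cats. Each test was tried on simulated data in which 200 of 8715 genes changed by 3 on the log2 scale. limma recovered 73% for fibrosis, 59% for age, 91% between congestive HF and ATE and 93% between flow cells. The family test called 5.5% of random gene sets for fibrosis and 4% for age at a p under 0.05. The simulated genes varied independently of each other and without differences between flow cells. The simulations therefore did not try the tests on genes that vary together or with the flow cell. No gene coordinates or lengths were used, since the gene table at hand was of another genome build than the one the authors mapped to, and gene length bias was therefore not tested. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.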

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

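All tests of explanations in this part were chosen only after the results were seen. A cat was singled out where its gap to the nearest of the 6 cats with congestive HF, divided by the range of the group exceeded Dixon's two-sided critical value for 6 cats. This was checked for 29 results (library size, detected genes, shares of gene lists and genes the paper names) and 4 passed, where chance gives 1.45. Each group is a single disease outcome. Single cats also differed in other traits. Cat 15 was found dead with chylothorax and had the highest myocardial fibrosis known in this group (11.16%). A trait of 1 cat cannot be told apart from its other differences, so no biological explanation was tested.

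KLHL30 was highest in cat 31, with a deposited value of 7.18 from 9 reads, where the other 5 cats had 1 to 3 reads. At the level of the others, counting error of few reads gives 9 or more with a Poisson p of 3.4e-04, in a cat picked as the most extreme of its group. None of the other 3 libraries of its flow cell exceeded all libraries of the other flow cells (0 of 3). These 3 libraries had 1 to 3 reads, and so few reads cannot show a flow cell batch or rule it out.

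UFD1 was lowest in cat 15, with a deposited value of 4.08 from 3 reads, where the other 5 cats had 13 to 49. The Poisson p for so few reads was 1.4e-04. Of the other 3 libraries of its flow cell, 1 lay below all libraries of the other flow cells, so a flow cell batch cannot be told apart here.

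BUB1 was highest in cat 11, with a deposited value of 5.79 from 12 reads, where the other 5 cats had 0 to 2. The Poisson p was 6.6e-09. Of the other 3 libraries of its flow cell, 2 had 1 and 2 reads and the libraries of the other flow cells had 0. So few reads cannot show a flow cell batch or rule it out.

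Red blood cell markers were highest in cat 15, at 0.00472% of its reads (46 reads), where the other 5 cats had 5 to 26 reads. The Poisson p for 46 reads at the level of the others was 1.6e-22, and 0 of the other 3 libraries of its flow cell batch exceeded all others. A candidate explanation is more residual blood in this tissue piece, which the Poisson p of 1.6e-22 leaves open and no test here addressed.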

How the results depend on the processing

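No test in this part was chosen after its result was seen, apart from the alternatives described as added later. Counts of genes kept their side in most settings. Spearman's test called 0 genes after adjustment for fibrosis and for age under every alternative. It recovered 0% and 4.5% of changed genes on simulated data, so its count of 0 cannot show stability. At an unadjusted p under 0.05, it gave 119 to 504 genes for fibrosis and 284 to 930 for age. limma and its alternatives, DESeq2 and edgeR included, called 0 genes for both slopes, where limma on the deposited values had 230 and 401 at an unadjusted p under 0.05. Over the alternatives and each cat left out, these counts ran from 70 to 657 for fibrosis and from 250 to 1010 for age. The 1010 came with flow cell as a covariate, where the smallest adjusted p for age was 0.0551 against 0.955 without it (0.0551 to 0.999 over all settings). Between congestive HF and ATE, limma called 0 genes (384 at an unadjusted p under 0.05), and DESeq2's Wald test on the recovered reads called 1. With each of the 9 cats left out in turn, from 0 to 1 genes were called, the 1 gene without cat 37. Between flow cell A and the others, DESeq2, added later, called 829 genes against 446 with limma, 442 of them the same, with 335 higher and 494 lower against 141 and 305. The other alternatives gave 317 to 515. The cause was not tested.

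The family differences of conduction genes with fibrosis and of the 4 families with age stayed negative under every alternative. Without library size scaling, the exact p fell below 0.05 for conduction and fibrosis (-0.266), ribosomal proteins and age (-0.324), chaperones and age (-0.112) and proteasome and age (-0.253). With size factors of the cats in the fit, it did so for conduction (-0.262). TMM scaling, which the design had set and which was run later, did so for the proteasome (-0.292). Entering the 2 libraries of unknown outcome as cats 22 and 29 did so for conduction (-0.251), ribosomal proteins and age (-0.490) and proteasome and age (-0.319). Entering the library labelled 22 as cat 16 and the one labelled 29 as cat 25 did so for conduction (-0.273). The cause was not tested. Transport genes kept an exact p above 0.05 with cats permuted in each setting, from 0.233 to 0.696 with a cat left out.

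Tests with genes as the units gave smaller p than those that permute cats. fgsea, a permutation test over genes, passed 0.05 for conduction (NES -2.01), oxidative phosphorylation (-1.74) and ribosomal proteins (-1.49) with fibrosis, and for ribosomal proteins (-3.01), chaperones (-1.46) and the proteasome (-2.19) with age. cameraPR, which uses a parametric test over genes and no permutation, did so for conduction (p = 1.4e-04) and ribosomal proteins (p = 0.0386) with fibrosis, and for ribosomal proteins (p = 9.8e-15), chaperones (p = 0.0362) and the proteasome (p = 2.1e-05) with age.

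Directions reversed in few settings. Oxidative phosphorylation and fibrosis gave 0.0374 with total in place of myocardial fibrosis, and the rho of PLN with fibrosis was 0.0667 with the 2 libraries entered as cats 22 and 29. The cause was not tested. With each cat left out in turn, the differences ran from -0.319 to -0.224 for conduction, -0.279 to 0.0876 for oxidative phosphorylation and -0.314 to 0.137 for ribosomal proteins with fibrosis, and from -0.545 to -0.322 for ribosomal proteins and -0.418 to -0.170 for the proteasome with age. The rho of PLN ran from -0.500 to 0.214.

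Among single genes and counts at an unadjusted p, 18 other results changed: 10 passed an unadjusted p of 0.05, 6 counts moved by more than 1.5 times and 2 reversed, which are the values of PLN given above. Depth limits SCN3A (0 to 4 reads), KLHL30 (0 to 9), BUB1 (0 to 12) and CDK2 (0 to 16), whose values rest on few reads in all settings.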

Differences from the paper's values

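None of the tests in this part was chosen after its result was seen. The deposited values took the place of the designed TMM scaling only after the values were examined. Ranked by rho with age, the proteasome family had an NES of -2.19, against the paper's -1.57 for proteasome-mediated protein catabolism in Table S5, a term with other members than the family of 42 subunits. The gap exceeds the error of 0.535 estimated by leaving out each cat in turn. Of the alternatives set before the data were examined, the values came within this error of the paper's with reads not scaled for library size (-1.80), with at least 10 reads in every library (-2.06) and with the 2 libraries of unknown outcome entered as cats 25 and 16 (-1.94) or 16 and 25 (-2.02). They did not with size factors of the cats in the fit (-2.19), with all genes that have a read (-2.12), with Pearson's r (-2.30) or with cats 22 and 29 (-2.44). With 1 cat left out, the NES lay between -2.41 and -1.75, and within the error of the paper's value without cat 23 (-2.06), 30 (-1.75) or 31 (-1.96). With TMM scaling, which the design had set and which was run later on the recovered reads, the NES was -2.19.

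The paper reports cardiac conduction, energy derivation and translation as negatively enriched with myocardial fibrosis, and translation, protein folding, transport and proteasomal catabolism with age. With cats permuted, the 7 families that stood in for these terms had p from 0.0513 to 0.749 (two-sided exact permutation of the mean rho), with the same directions. Scores per cat, correlated by rank, had an exact permutation p of 0.0154 for conduction with fibrosis (adjusted p = 0.0461). For ribosomal proteins with age, the score had an exact permutation p of 0.0433 (adjusted p = 0.173). The scores were adjusted separately for fibrosis and for age, each over fewer tests than the 7 family tests. An adjustment of the scores over all 7 was not made, so whether conduction would pass it is not shown. Settings that brought p under 0.05 were reads not scaled for library size for conduction and, with age, ribosomal proteins, chaperones and the proteasome; size factors of the cats in the fit for conduction; and the 2 libraries of unknown outcome as cats 22 and 29 for conduction, ribosomal proteins with age and the proteasome, or as cats 16 and 25 for conduction. Leaving out cat 11 or 15 did so for conduction, cat 38 for ribosomal proteins with age and cat 15 for the proteasome. fgsea did so for all but transport, and cameraPR for all but transport and energy derivation. TMM scaling, which the design had set and which was run later, did so for the proteasome.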

Other observations

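The comparisons of flow cells, of library size with the traits, of collagen with fibrosis and of the gene order in Table S5 were chosen only after the results were seen. The tests of other orders or splits of the cats, of the correlation between genes of a family and of flow cells in the family associations were not.

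Between 6 cats with congestive HF and 3 with ATE, which the paper compares by histology, limma called 0 of 8715 genes, with 384 at an unadjusted p under 0.05, 185 higher and 199 lower in congestive HF. A count of 0 is reached by any split (84 of 84 splits of the 9 cats into 6 and 3), so other splits could not test it, and single other splits called up to 75 genes. At an unadjusted p, 31 of the splits gave at least 384 genes. The same holds for the slopes on fibrosis and age (100 of 100 orders of the cats each), where other orders called up to 1 and 201 genes. At an unadjusted p, 85 and 33 of these orders reached the real 230 and 401 genes, in fits that did not include flow cell. On simulated data of the same size, the test recovered 91%, 73% and 59% of changed genes. DESeq2 called 1 gene between the outcomes, KERA (log2 fold change -3.34, adjusted p = 0.00382, over alternatives with smallest adjusted p from 0.00382 to 1.00), which had 2 to 9 reads in congestive HF and 13 to 73 in ATE. Without cat 37, limma called APOA1 (log2 fold change -2.93, adjusted p = 0.0254), with 33 to 66 reads in the other 5 cats with congestive HF and 259 to 342 in ATE. Cat 37 had 287 reads. Both genes are named after their values were seen.

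The paper measured NPPA, MYH6 and DSG2 by qPCR in other cats as well. In the sequencing data, the deposited value of NPPA was 1525 ± 1448 in congestive HF (SD, n = 6) and 467 ± 350 in ATE (SD, n = 3), a log2 difference of 1.40 (adjusted p = 0.960, limma), and 233 in the cat without known cardiac death. MYH6 was 137 ± 145 (SD, n = 6) and 215 ± 121 (SD, n = 3), a log2 difference of -1.24 (adjusted p = 0.960, limma). DSG2 was 46.1 ± 14.2 (SD, n = 6) and 40.6 ± 1.46 (SD, n = 3), a log2 difference of 0.13 (adjusted p = 0.985, limma).

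The 4 libraries of flow cell A differed from the other 8 in 446 genes (limma, adjusted p under 0.05), 141 higher and 305 lower. Of 100 splits of the 12 libraries into 4 and 8, 1 gave as many genes, the real one. Flow cell B differed from the others in 2 genes and flow cell C in 0, with 981 and 727 genes at an unadjusted p under 0.05. The genes with the smallest adjusted p (0.00233) were CNN1 (log2 difference 5.90), TNC (5.53) and RRAS2 (2.67), which were higher, and PMVK (-1.49), MMAB (-1.44) and NDUFS6 (-1.37), which were lower. CNN1 had 56 to 551 reads on flow cell A and 0 to 17 elsewhere, and TNC had 74 to 1468 and 0 to 20. Flow cell A held 3 cats with congestive HF and 1 with ATE, so both outcomes were also present elsewhere. A difference in library size between the flow cells was not found (exact permutation p = 0.434), nor one in age (p = 0.706) or myocardial fibrosis (p = 0.625). A different share of cardiomyocytes and other cells in the tissue pieces may contribute. Of 5 marker lists, the cardiomyocyte list was lower on flow cell A (log2 difference -0.75, adjusted exact permutation p = 0.0101) and collagens were higher (1.73, adjusted p = 0.0253). The fibroblast (0.75, adjusted p = 0.101), macrophage (0.74, adjusted p = 0.258) and endothelial lists (-0.09, adjusted p = 0.743) did not pass 0.05. Sequencing batch and tissue cannot be told apart, because each cat was sequenced on 1 flow cell.

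Shares of reads also parted by flow cell. In the 4 libraries of flow cell A, chaperone genes took 1.77% to 2.28% of reads against at most 1.58% elsewhere, transport genes at least 0.210% against at most 0.186%, collagens at least 0.102% against less elsewhere, and oxidative phosphorylation genes at most 5.05% against at least 5.21%. Of 495 splits of the 12 libraries into 4 and 8, 1 set 4 of the 12 gene lists apart, the real one, and no other set apart more than 1, so these shares may carry a flow cell batch. In a score that weighs each gene equally, the chaperone family did not differ (log2 difference 0.11, exact permutation p = 0.202).

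The associations in the family tests were also computed within flow cells. For ribosomal proteins and age, r was -0.474 pooled and -0.584 after centring, and for chaperones and age -0.528 and -0.785 (exact permutation p after centring 0.128 and 0.0694). Both values of r were larger in size after centring. Neither passed a p of 0.05 by Pearson's r, pooled or after centring, so a flow cell batch could not be ruled out for them. For conduction genes and fibrosis, r was -0.389 pooled and -0.339 after centring in 7 cats (exact permutation p = 0.377 and 0.674). The association of conduction genes was seen by rank and not with Pearson's r, so centring could not decide it, and the family test by rank gave an exact p of 0.0903 within flow cells. It cannot be told apart from a flow cell batch.

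Reads that are not scaled for library size fell with both traits for most genes, with a mean rho of -0.325 for age and -0.317 for fibrosis, against -0.0207 and -0.00291 for deposited values. Scaling centres these means by construction. Library size may explain the fall with age, and reads per library fell with age (rho = -0.70, exact permutation p = 0.0433). Because reads per library are the sum of the reads of the genes, this restates the fall and is not a separate test. For fibrosis (rho = -0.43, exact permutation p = 0.299) the same limit holds, and library size as the explanation could not be decided.

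The 26 terms of Table S5 for adipocytes, age and myocardial fibrosis list genes in the order of the paper's ranking. For 23 of the 26, the order followed the rho of unscaled reads more closely than that of the deposited values (median correlation across genes 0.402 against 0.272, where genes are not independent replicates). With the 2 libraries of unknown outcome entered as cats 22 and 29 it was 18 of 26, and for age the median was then lower for unscaled reads (0.180 against 0.211). Over the 3 ways of entering them it was 18 to 26. The 26 came with the library labelled 22 entered as cat 16 and the one labelled 29 as cat 25. The median was then 0.696 for unscaled reads against 0.299. These values were not used to decide which cats they are. A hypothesis is that library size was left in the values that were ranked. The order is the paper's and the reads are of 10 cats of known outcome, so other differences between the 2 rankings may also contribute to the 23.

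Small p-values from tests that permute genes, beside larger ones from tests that permute cats, may come from genes of a family that vary together across the cats. The mean rho between members was highest for oxidative phosphorylation (0.597) and lowest for chaperones (0.0534), with a median of 0.179 over the 7 family tests. At most 1 of 10000 random gene sets of the same size reached the value of a family.

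The collagen score and myocardial fibrosis in 8 cats had rho = 0.119 (exact permutation p = 0.793) and r = -0.0129 (p = 0.976), with r = 0.203 without cats 23 and 15 and -0.267 within flow cells (p = 0.590). With 8 cats, whether histological fibrosis of the neighbouring tissue is reflected in these reads could not be decided. The macrophage score fell with age within flow cells (r = -0.960 in 9 cats, p = 0.00347, the smallest that permutations within flow cells can give), whereas pooled r was -0.543 (exact permutation p = 0.133), r without cats 30 and 15 was -0.451 and without cats 30 and 36 was -0.832, and rho was -0.383 (p = 0.312, adjusted p = 0.781 over 5 cell lists). It was singled out after its value was seen among 10 such relations.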
